# Activation of NLRP3 inflammasome in lung epithelial cells triggers radiation-induced lung injury

**DOI:** 10.1186/s12931-023-02331-7

**Published:** 2023-01-24

**Authors:** Xinrui Rao, Dong Zhou, Huilin Deng, Yunshang Chen, Jian Wang, Xiaoshu Zhou, Xiaohua Jie, Yingzhuo Xu, Zilong Wu, Geng Wang, Xiaorong Dong, Sheng Zhang, Rui Meng, Chuangyan Wu, Shijie Xing, Kai Fan, Gang Wu, Rui Zhou

**Keywords:** Radiation-induced lung injury, Lung fibrosis, Inflammasomes, NLRP3, Glucose metabolism

## Abstract

**Background:**

Radiation-induced lung injury (RILI) is the most common and serious complication of chest radiotherapy. However, reported radioprotective agents usually lead to radiation resistance in tumor cells. The key to solving this problem is to distinguish between the response of tumor cells and normal lung epithelial cells to radiation damage.

**Methods:**

RNA-Seq was used to recognize potential target of alleviating the progression of RILI as well as inhibiting tumor growth. The activation of NLRP3 inflammasome in lung epithelial cells was screened by qRT-PCR, western blotting, immunofluorescence, and ELISA. An in vivo model of RILI and in vitro conditioned culture model were constructed to evaluate the effect of NLRP3/interleukin-1β on fibroblasts activation. ROS, ATP, and (NADP)^+^/NADP(H) level in lung epithelial cells was detected to explore the mechanism of NLRP3 inflammasome activation. The lung macrophages of the mice were deleted to evaluate the role of lung epithelial cells in RILI. Moreover, primary cells were extracted to validate the results obtained from cell lines.

**Results:**

NLRP3 activation in epithelial cells after radiation depends on glycolysis-related reactive oxygen species accumulation. DPYSL4 is activated and acts as a negative regulator of this process. The NLRP3 inflammasome triggers interleukin-1β secretion, which directly affects fibroblast activation, proliferation, and migration, eventually leading to lung fibrosis.

**Conclusions:**

Our study suggests that NLRP3 inflammasome activation in lung epithelial cells is essential for radiation-induced lung injury. These data strongly indicate that targeting NLRP3 may be effective in reducing radiation-induced lung injury in clinical settings.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12931-023-02331-7.

## Introduction

Chest radiotherapy is critical in patients with thoracic and breast malignancies. However, radiation-induced damage to the lungs remains an important barrier to better implementation of radiotherapy. Radiation-induced lung injury (RILI) can be divided into early radiation pneumonitis (RP) and late radiation-induced pulmonary fibrosis (RPF) [1]. RILI is associated with an increased risk of death, disability, and a decline in quality of life [2]. RPF is characterized by fibroblast proliferation, collagen deposition, and destruction of normal lung architecture, resulting in dyspnea and respiratory failure [3]. Given the increasing number of long-term cancer survivors, it’s of vital importance to mitigate or prevent late effects of radiotherapy. However, the biology and molecular mechanisms of RPF have not been fully elucidated.

Inflammation is a key element of RILI. Inflammasomes are essential for innate immunity and responses to cellular damage. The activation of inflammasomes leads to inflammatory death called pyroptosis [4]. The nucleotide-binding oligomerization domain-like receptor family pyrin domain-containing (NLRP)3 inflammasome is the most widely studied inflammasome and can be activated by an array of stimuli, and has been linked to the pathogenesis of several inflammatory disorders, including cryopyrin-associated periodic syndromes, Alzheimer’s disease, gout, autoinflammatory diseases, and atherosclerosis [5]. Previous studies have also shown that NLRP3 inflammasome is involved in fibrotic diseases, including idiopathic pulmonary fibrosis (IPF) [6]. NLRP3 interacts with a bipartite adaptor protein, known as an apoptosis-associated speck-like protein containing a caspase-recruitment domain (ASC), and promotes the recruitment of pro-caspase-1 (CASP1) to the inflammasome complex. Active CASP1 then cleaves the cytokines pro-interleukin (pro-IL)-1β and pro-IL-18 into mature and biologically active forms [7]. Cytokine interleukin (IL)-1β is a potent pro-inflammatory cytokine that has been proven to promote collagen synthesis [8]. IL-1β has been shown to play a role in the occurrence, invasion, and metastasis of multiple kinds of tumors [9]. Whether inhibiting the NLRP3 inflammasome has the potential to mitigate radiation damage to normal lung tissue and to inhibit further progression of tumors remains to be explored.

Some studies have suggested the involvement of inflammasomes in RILI, but they have mainly focused on macrophages [10–12]. The role of lung epithelial cells in RILI remains to be elucidated. Airway epithelial cells are considered the host’s first line of defense against harmful invasion and participate in the initiation and progression of inflammation. Airway epithelial cells express a large number of pattern recognition receptors, which can quickly perceive pathogen-associated molecular patterns as well as damage-associated molecular patterns released by damaged tissue, and then make a series of responses, such as the release of cytokines and chemokines [13]. In asthma, airway epithelial cells sense allergens and recruit immune cells. Recruited immune cells secrete a large number of chemokines and cytokines that cause further damage to epithelial cells, resulting in the enhancement and persistence of the inflammatory response [14]. Therefore, studying the role of inflammasomes in the airway epithelium in RILI may provide new insights for the prevention of epithelial dysfunction.

Metabolic alterations are increasingly being recognized as important pathogenic processes that underlie fibrotic diseases [15]. Glucose metabolism begins with its conversion into pyruvate and ends with lactic acid production in the cytoplasm, termed glycolysis [16]. The metabolic shift that cancer cells undergo towards aerobic glycolysis, rather than being fully metabolized to carbon dioxide via mitochondrial oxidative phosphorylation (OXPHOS), was identified as the Warburg effect [17]. The Warburg effect results in quicker production of biosynthetic intermediates, as well as adenosine 5′-triphosphate (ATP), which can then be used for protein synthesis and cell proliferation. Similarly, enhanced protein synthesis and production of the same biosynthetic intermediates are hallmark of fibrosis [18]. In addition, the Warburg effect leads to IPF by enhancing myofibroblast activation [19]. Therefore, targeting the Warburg effect may be a potential therapeutic strategy for fibrosis. However, its role in RPF remains unclear.

Here, we aimed to differentiate the radiation response between lung tumor cells and normal lung epithelial cells, and investigated the function of NLRP3 inflammasomes in lung epithelial cells in RILI. Notably, we preliminarily revealed the relationship between glucose metabolism and inflammasome activation in RILI. These data provide evidence that NLRP3 may serve as a promising therapeutic target in RILI.

## Methods and materials

### Cell isolation and culture

The human bronchial epithelial cell line BEAS-2B and HBE, non-small cell lung cancer cell line A549, and small cell lung cancer cell line H446 were purchased from the Cell Bank of the Chinese Academy of Sciences (Beijing, China) and they were cultured in RPMI-1640 supplemented with 10% fetal bovine serum (FBS) at 37 °C in 5% carbon dioxide._._ Primary human bronchial epithelial cell (PHBE) cells and primary lung fibroblasts (HLF) were isolated and cultured from freshly surgically removed human lung tissue as previously described [20]. Primary mouse embryo fibroblasts (MEF) were isolated from embryos of pregnant C57/BL6 mouse. The uterus was removed and placed in balanced phosphate solution. After removing the head and other internal organs, the embryos were cut into small pieces. The tissue was centrifugated at 1000 rpm/5 min and resuspended the in trypsin, and then was digested in a 37 °C incubator for approximately 30 min. The cells were centrifuged at 1000 rpm for 5 min and cultured in RPMI-DMEM containing 10% FBS.

### Human lung specimens

Fibrotic lung specimens were obtained from 8 patients with organizing pneumonia who underwent partial lung resection. Control lung tissue was obtained from 11 para-cancerous tissues of patients with lung cancer. The use of these samples was approved by the ethics review board.

### Irradiation of cells

The cells were irradiated with X-ray radiation by using the Varian Vital Beam Linear Accelerator (Varian Medical Systems) (dose rate of 4 Gy/min, source–surface distance of 100 cm). The selection of radiation dose was based on our previous studies and other publications [21–23].

### Quantification of cytokines

Bronchoalveolar lavage fluid (BALF) and serum samples of mice were collected and centrifuged. The supernatants were used to quantify IL-1β and IL-18 levels. IL-1β and IL-18 levels in the culture supernatants of cells, BALF, or serum of mice were measured by enzyme-linked immunosorbent assay (ELISA) (Proteintech) according to the manufacturer’s instructions.

### Quantitative reverse transcription-polymerase chain reaction (qRT-PCR)

Total ribonucleic acid (RNA) was extracted from the cells using TRIzol reagent (Invitrogen) according to standard procedures. qRT-PCR was performed using SYBR Premix Ex Taq reagents (TaKaRa) in two steps according to the manufacturer’s instructions. Primer sequences used are listed in Additional file 2: Table S1.

### Intracellular reactive oxygen species (ROS), ATP and nicotinamide adenine dinucleotide phosphate (NADP)^+^/NADP(H) measurement

Intracellular ROS were detected using the fluorescent probe DCFH-DA (Beyotime). Briefly, lung epithelial cells were stained with DCFH-DA for 30 min, harvested, centrifuged, and washed with phosphate-buffered saline (PBS). The stained cells (approximately 10^5^ cells/sample) were analyzed by flow cytometry using a FACSCalibur system. Intracellular ATP and NADP+/NADPH were detected using ATP Assay Kit (Beyotime) and NADP+/NADPH Assay Kit with WST-8 (Beyotime), respectively, according to the manufacturer’s instructions.

### Measurement of lactic acid secretion and glucose uptake

Culture supernatants of irradiated lung epithelial cells were collected at different time points, and lactic acid and glucose levels were measured using a lactic acid assay kit (Nanjing Jiancheng) and Glucose Assay Kit (Nanjing Jiancheng), respectively, according to the manufacturer’s instructions.

### EdU essay

The EdU Cell Proliferation Kit (Beyotime) was used to detect the proliferation ability of fibroblasts, following the manufacturer’s instructions. Briefly, 24 h after IL-1β treatment, EdU was added to the cells and incubated for 2 h, after which the cells were fixed and washed again. Following permeabilization, the click additive solution was added to the cells and incubated for 30 min. Finally, cells were stained with Hoechst 33,342 for 10 min, observed, and photographed under a microscope.

### Western blotting

Western blot analysis was performed according to standard procedures, as previously described [21]. The following primary antibodies were used: anti-NLRP3 (1:1000, Abcam), anti-ASC (1:1000; Proteintech), anti-GSDMD (1:1000; Abcam), anti-CASP1 (1:1000, Proteintech), anti-DPYSL4 (1:1000; Abcam), anti-p53 (1:1000; Santa Cruz), and anti-β-actin (1:5000; Proteintech). Following incubation with the primary antibody, the membranes were washed and probed with secondary antibodies (1:5000; Proteintech) for 1 h. Proteins were visualized by chemiluminescence.

### Silencing of NLRP3, DPYSL4 and IL-1β by small interfering RNA (siRNA)

Transfection of NLRP3, DPYSL4, or IL-1β siRNA and negative control siRNA was performed using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s instructions. Transfection efficacy was detected by qRT-PCR and western blotting 48 h post transfection. The siRNA sequences were as follows:

- Scramble siRNA, 5′-UUCUCCGAACGUGUCACGU-3′
- SiNLRP3, 5′-GCUUCAGGUGUUGGAAUUA-3′
- SiIL-1β, 5′-CGAUUUGUCUUCAACAAGA-3′
- SiDPYSL4, 5′-CGGUUCACACUACUGGAGCAA-3′

### Histopathology and histochemistry

Serial paraffin sections of lung tissue were stained with Masson trichrome stain for analysis of pathological changes in the airway. Immunohistochemical (IHC) staining was performed as previously described [24]. NLRP3 primary antibody (1:50; Novus) and DPYSL4 primary antibody (1:200; Abcam) was used. The IHC score was categorized as negative (1), weakly positive (2), moderately positive (3), and strongly positive (4).

### Immunofluorescence

Approximately 2 × 10^4^ BEAS-2B cells were seeded in 24 well plates coated with sterile glass coverslips. The next day the cells were given 10 Gy X-ray radiation, then the cells were fixed with 4% paraformaldehyde 24 h later. The cells were permeabilized with PBS containing 0.2% Triton X-100 for 15 min. Next, the cells were blocked with 5% bovine serum albumin and incubated with primary antibodies (NLRP3: NOVUS, 1:100; ASC: Proteintech, 1:100) at 4 °C overnight. The next day, the cells were washed and incubated with secondary antibodies. The cells were then stained with DAPI, observed, and photographed under a microscope.

### Plate colony formation assays

Lung cancer cells treated with MCC950 or PBS for 24 h were seeded in six-well plates (200 cells per well). After 2 weeks, the cells were fixed and stained with crystal violet, and colonies that consisted of at least 50 cells were counted.

### In vivo experiments

C57BL/6 mice (6 weeks old, female) were raised at the standard specific pathogen free animal housing. IL-1 receptor (IL-1R) knockout mice were kindly provided by professor Feng Shao (National Institute of Biological Sciences, Beijing, China). All animal procedures were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

To establish the RILI mouse model, mice were subjected to a single 16 Gy thoracic X-ray irradiation. Mice were sacrificed at different time points. Lung tissue, BALF, and serum were collected for further examination.

To deplete the lung macrophages of the mice, clodronate liposomes (FomuMax) were administered to C57BL/6 mice. Briefly, the mice received both intranasal and tail vein administration of the first dose, and then clodronate liposomes were administered through the tail vein every 2 days. The depletion efficiency was confirmed by flow cytometry.

For NLRP3 inhibition, the mice were given intraperitoneal injection of MCC950 (10 mg/kg) 24 h after 16 Gy thoracic radiation and continued for 2 months with injections every other day. Mice were sacrificed 5 months after radiation.

### Genotyping of mice

Mouse tail deoxyribonucleic acid (DNA) was extracted using Quick Genotyping Assay Kit for Mouse Tails (Beyotime). Polymerase chain reaction (PCR) and gel electrophoresis were performed to detect the genotypes of the mice. The primer sequences used are listed in Additional file 2: Table S2.

### ROS measurement of mouse lung tissue

The levels of ROS in lung tissues of mouse were measured with Reactive Oxygen Species Assay Kit (Applygen) according to the manufacture’s instruction. The single lung cell suspensions were incubated with the DHE fluorescent probe for 30 min at the final concentration of 10 µM. Then the cells were washed with PBS and the fluorescence intensity was measured.

### RNA sequencing

Cells were lysed with TRIzol reagent and sent for transcriptome sequencing in liquid nitrogen (BGI, Shenzhen, China). Total RNA was extracted from cells. Oligo(dT)-attached magnetic beads were used to purify the mRNA. Single-stranded circular DNA was used as the final library. The final library was amplified with phi29 to form a DNA nanoball (DNB), which had more than 300 copies of one molecule. DNBs were loaded into the patterned nanoarray and single end 50 base reads were generated on the BGIseq500 platform (BGI; Shenzhen, China). The original RNA-seq data generated in the study has been uploaded to the Gene Expression Omnibus under registration number GSE211118.

Differential expression analysis was performed with a Q-value of < 0.05. In addition, functional enrichment analysis, including KEGG pathways, Gene Ontology [25] enrichment, and gene set enrichment analysis (GSEA), was performed.

### Statistical analysis

Experimental data are expressed as the mean ± standard error of the mean. Statistical differences among groups were assessed using SPSS 26.0 (IBM Corp; Armonk, NY). In all experiments, categorical variables between groups were compared using the χ^2^ test, and continuous variables were analyzed using Student’s t-test (two-tailed) or analysis of variance, as appropriate. All data met the assumptions of the tests, and statistical tests were justified, as appropriate. Differences were considered statistically significant at P < 0.05 (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001). All experiments were repeated at least three times.

## Results

### The different response pattern between lung epithelial cells and lung cancer cells after radiation revealed by RNA-sequencing (RNA-seq)

To determine whether ionizing radiation has different biological effects on normal lung cells and cancer cells, we treated the lung epithelial cell line BEAS-2B, non-small cell lung cancer cell line A549, and small cell lung cancer cell line H446 with 10 Gy X-ray radiation, and RNA-seq was performed. 

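RNA-seq was performed on 3 control and 3 irradiated (10 Gy) libraries of each cell line, 18 libraries in all. The deposited description gives a harvest at 24 h after irradiation and no separate time for the controls. Poly(A) RNA was read as single-end reads of 50 bases. The authors deposited 1 normalized value per library for each of 18475 genes, listed by Entrez identifier. The unit is not named, and the values are treated here as FPKM, because their totals differ between libraries and a single read weighs more in short genes than in long ones. In BEAS-2B cells, the total FPKM per library was between 493839 and 529936 in the controls (median 510900) and between 494531 and 516569 after irradiation (median 506690). In H446 cells, it was between 470558 and 481987 in the controls (median 474331) and between 461255 and 477408 after irradiation (median 467642). In A549 cells, it was between 484169 and 501302 in the controls (median 492216) and between 491026 and 500604 after irradiation (median 495361). The values hold no read counts, so the number of reads per library is unknown. The steps between the values of short genes, which shrink with depth, put the deepest of the 18 libraries at 1.26 times the shallowest.

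The Pearson correlation of log2(FPKM + 1) between libraries of a line, taken across genes, was between 0.988 and 0.997 in BEAS-2B, between 0.989 and 0.998 in H446 and between 0.982 and 0.998 in A549 cells. The libraries of a line also deviated from their mean along the GC content of the transcripts. Across genes, the Spearman correlation of this deviation with GC content was between 0.35 and 0.46 in the H446 controls and between -0.50 and -0.11 in irradiated H446 cells, so that it separated the groups. In BEAS-2B cells it was -0.63, 0.01 and -0.38 in the controls and 0.45, 0.70 and -0.31 after irradiation. In A549 cells it stayed between -0.13 and 0.17. Differential expression was tested in each line alone with limma on log2(FPKM + 1), for genes with an FPKM of at least 1 in at least 3 of the 6 libraries. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05, the limit that the paper's methods give for the Q-value. In place of the gene sets of the paper's GSEA, 9 gene lists were tested with limma's camera, and the reported value is the median log2 fold change over the tested members.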

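The tests covered 11734 genes in BEAS-2B, 11479 in H446 and 11993 in A549 cells. In BEAS-2B cells, 0 genes were differentially expressed, with 1446 at an unadjusted p under 0.05 and a smallest adjusted p of 0.241 (limma). This count depended on the library labelled BEAS-2B 10 Gy replicate 2 and on how the spread was estimated. With all 6 libraries, 439 genes were differentially expressed when the replicate number was taken as a block, and 822 when all 18 libraries shared 1 fit. Without that library, 231 genes were differentially expressed, of which 223 were higher and 8 lower after irradiation. With any other BEAS-2B library left out, the count was 0. In H446 cells, 4407 genes were differentially expressed, 1698 higher and 2709 lower after irradiation. In A549 cells, there were 6202, of which 3030 were higher and 3172 lower. Most of these differences were small, with a median absolute log2 fold change of 0.24 in H446 and 0.29 in A549 cells. A limit of 1 on the absolute log2 fold change left 20 genes in H446 and 107 in A549 cells, the alternative that moved these counts most. The pseudocount of 1 shrinks the fold changes of genes with low values. With a pseudocount of 0.1, the same limit left 37 genes in H446 and 196 in A549 cells. A correction that removes the GC trend of each library, added after the data were seen, gave 3541 genes in H446 cells, with 1844 higher and 1697 lower.

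With 0 genes in BEAS-2B, no gene was differentially expressed in all 3 cell lines. Without the library labelled BEAS-2B 10 Gy replicate 2, 47 of the 10461 genes tested in every line were shared, against 37.7 expected from independent lists, and 16 of them changed in the same direction in all lines. Between H446 and A549 cells, 2256 genes were shared, against 2182 expected, and 1274 of these (56.5%) changed in the same direction.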

The results showed 120 differentially expressed genes in BEAS-2B cells, 3278 differentially expressed genes in H446 cells, and 5295 differentially expressed genes in A549 cells, with only 17 of these genes commonly expressed in all cell lines, revealing the potential different response patterns between lung epithelial cells and lung cancer cells after radiation (Fig. 1A, B). 

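The inflammatory genes of Fig. 1E, read from the heat map, were tested as a list in each line. In BEAS-2B cells their median log2 fold change after irradiation was 0.21 (adjusted p = 7.5e-13, limma's camera), and all 34 tested members were higher. The list was chosen by the study on these BEAS-2B libraries, so that this p is not independent evidence. A list of NF-kB and cytokine genes had a median of 0.19 in BEAS-2B cells (adjusted p = 8.3e-05), with 18 of 20 members higher. It shares 6 genes with the list of Fig. 1E. The median of the apoptosis genes was 0.05 (adjusted p = 0.00364), with 16 of 22 members higher. Adjusted over the list alone, 6 genes of Fig. 1E, 1 of the NF-kB and cytokine genes and 5 of the apoptosis genes were past the threshold, against 0 when adjusted over all genes tested. The DNA repair genes were lower in BEAS-2B cells, with a median of -0.13 (adjusted p = 3.0e-05) and only 6 of 30 members higher.

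In H446 cells the medians were -0.04 for the genes of Fig. 1E (adjusted p = 0.861), -0.06 for the NF-kB and cytokine genes (adjusted p = 0.997) and -0.03 for the apoptosis genes (adjusted p = 0.821). In A549 cells they were 0.01 (adjusted p = 0.674), -0.33 (adjusted p = 0.034) and -0.02 (adjusted p = 0.355) in the same order. The DNA repair genes had a median of -0.05 in H446 cells (adjusted p = 0.237), where 5 members were significantly higher and 12 lower. In A549 cells their median was -0.08 (adjusted p = 0.224), with 4 members significantly higher and 12 lower.

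Camera was run with a preset correlation between genes, and over the 9 lists and 3 lines 14 of 27 tests were past the threshold. Under fry, which uses the correlation in the data, 6 of these were lost, all of them in BEAS-2B cells, where only the DNA repair genes stayed past the threshold. The genes of Fig. 1E then had an adjusted p of 0.0542. With a correlation estimated for each list, only the DNA replication genes in H446 cells stayed past it.

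**Figure D1:**
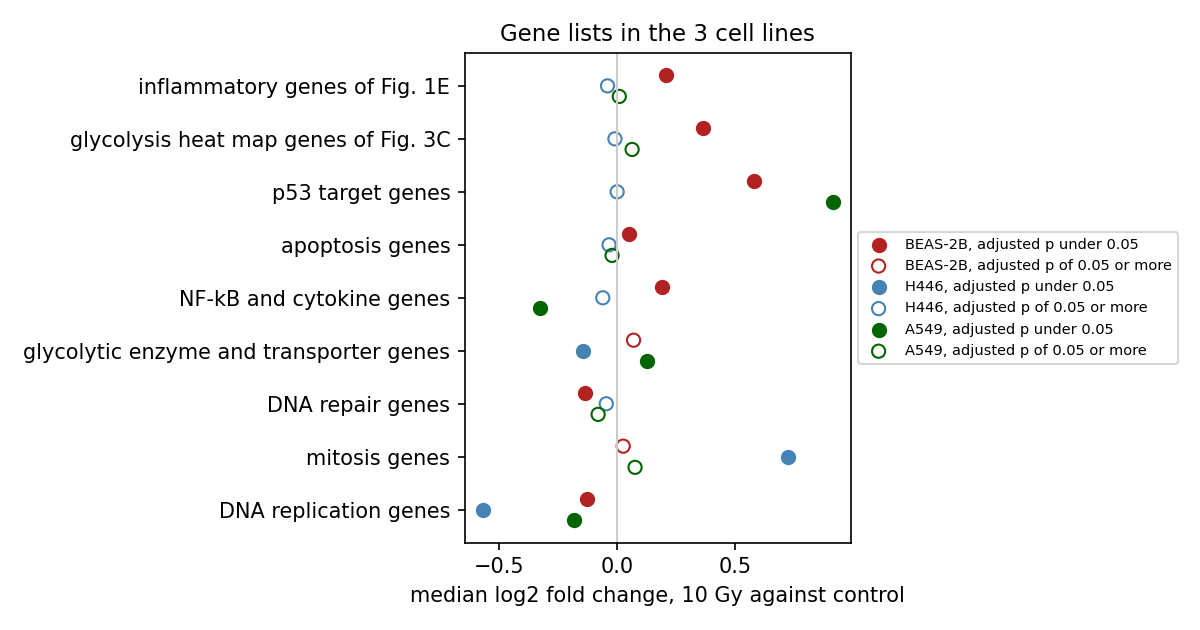
Median log2 fold change (10 Gy against control, x axis) of each gene list (y axis) in the 3 cell lines. Each point is the median over the tested members, from 3 control and 3 irradiated libraries, filled where the adjusted p of limma's camera is under 0.05. The genes of Fig. 1E lie at 0.21 in BEAS-2B, -0.04 in H446 and 0.01 in A549 cells.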

GSEA revealed that lung epithelial cells strongly expressed genes involved in the inflammatory response and apoptosis pathways, while lung cancer cells highly upregulated genes associated with DNA damage repair (Fig. 1C, D). We further analyzed the top 44 genes enriched in inflammatory response pathway in irradiated lung epithelial cells, and protein–protein interaction analysis showed that the NLRP3/IL-1β axis was at the center (Fig. 1E, F). 

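The heat map of Fig. 1E gives 42 gene names, and 34 of these genes passed the filter on low values in BEAS-2B cells. The mean FPKM was higher after irradiation for each of the 42. For 9 of the 34, all 3 irradiated libraries lay above all 3 controls. The library labelled BEAS-2B 10 Gy replicate 2 lay lower over these genes, with a median log2 difference from the control mean of 0.11, than replicate 1 (0.30) and replicate 3 (0.23). Without it, 8 of the genes were differentially expressed, named here after their values were seen: BTG2, LAMP3, HBEGF, IL1B, TNFSF9, SLC31A2, LIF and GNA15.

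NLRP3 (Entrez 114548) lies on chromosome 1 of GRCh38 from 247416156 to 247449108 in GENCODE 29. Its FPKM in BEAS-2B cells was 0.38, 0.54 and 0.32 in the controls and 0.59, 0.36 and 0.59 after irradiation. The means were 0.413 ± 0.114 and 0.513 ± 0.133 (SD, n = 3 each), and the difference was within the spread between replicates (exact permutation test, two-sided, p = 0.30, where 3 libraries against 3 allow no p below 0.10). These values lie under the filter on low values. In a fit without that filter, the log2 fold change of NLRP3 was 0.10 (standard error 0.08, adjusted p = 0.687, limma).

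IL1B (Entrez 3553), on chromosome 2 from 112829751 to 112836903, had an FPKM of 15.07, 17.51 and 17.17 in the controls and of 29.84, 16.05 and 33.42 after irradiation. Its log2 fold change was 0.58 (standard error 0.21, adjusted p = 0.314, limma). In the library labelled BEAS-2B 10 Gy replicate 2, IL1B lay within the range of the controls. Without that library, its log2 fold change was 0.89 (standard error 0.09, adjusted p = 6.6e-04, limma).

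**Figure D2:**
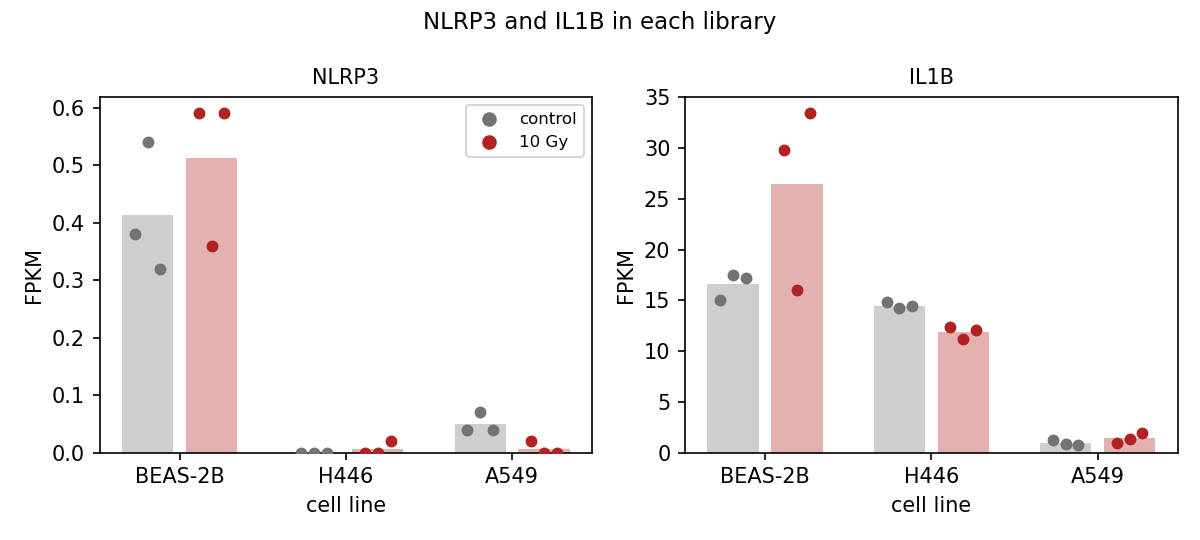
FPKM (y axis) of NLRP3 and IL1B in control and irradiated (10 Gy) cells of the 3 lines (x axis). Points are single libraries and bars are means of 3. In BEAS-2B cells, 1 irradiated library lies at the level of the controls for IL1B (16.05) and within their range for NLRP3 (0.36).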

To determine whether the NLRP3 inflammasome is associated with pulmonary fibrosis, the expression of NLRP3 was analyzed in serial sections of organizing pneumonia and normal lung tissue from the patients. We found that NLRP3 was overexpressed in organizing pneumonia tissues compared to normal lung tissues (Fig. 1G). These results indicate a correlation between NLRP3/IL-1β activation and inflammation post-radiation.

**Fig. 1:**
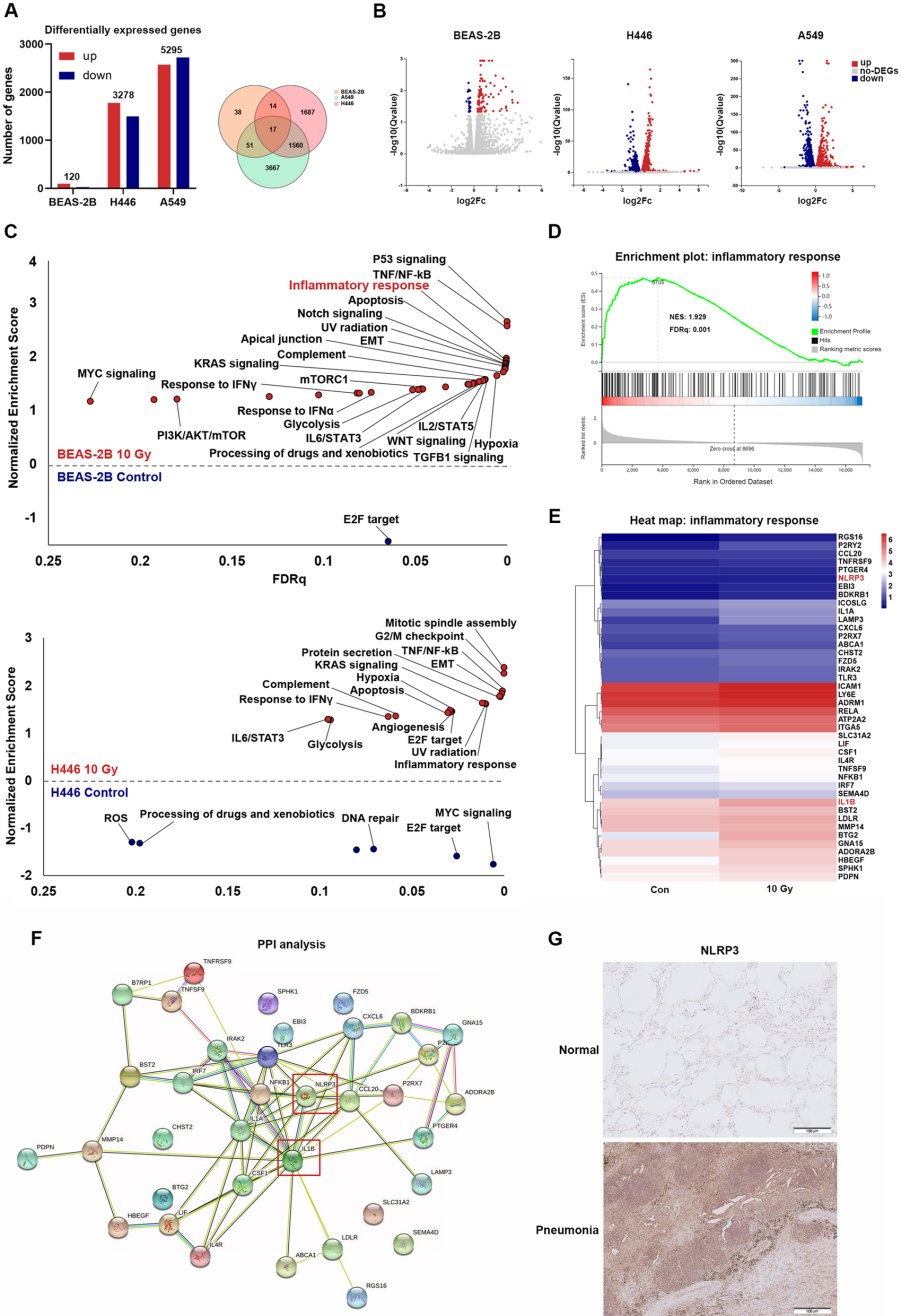
The different response pattern between lung epithelial cells and lung cancer cells after radiation. **A** Number of differentially expressed genes in BEAS-2B, H446 and A549 after radiation (n = 3). **B** The volcano plot shows the differentially expressed genes in BEAS-2B, H446 and A549 (n = 3). **C** GSEA analysis of signaling pathways affected by radiation in BEAS-2B and H446 (n = 3). **D** GSEA plots showing the enrichment of the inflammatory response pathway in the irradiated BEAS-2B (n = 3). **E** Heatmap showing the change of core genes enriched in the inflammatory response pathway (n = 3). **F** PPI analysis showing that the NLRP3/IL-1β axis was at the center of the top 44 genes enriched in the inflammatory response pathway (n = 3). **G** Representative images of IHC staining for NLRP3 in serial sections of organizing pneumonia and normal lung tissue. Scale bar, 100 μm. *GSEA* gene set enrichment analysis; *PPI* protein–protein interaction, *IL* interleukin, *IHC* immunohistochemistry

### Radiation activates NLRP3 inflammasome canonical pathways in lung epithelial cells

To estimate the changes in the levels of NLRP3 inflammasome proteins after radiation, qRT-PCR and western blotting analyses of NLRP3 inflammasome canonical pathway proteins were performed. We found that the mRNA levels of NLRP3 inflammasome components, including NLRP3, CASP1 and IL-1β, as well as the pyroptosis marker gasdermin D (GSDMD), were significantly upregulated after radiation in lung epithelial cells, and that radiation increased the protein expression levels of NLRP3, ASC, cleaved CASP1, and cleaved GSDMD in a radiation dose-dependent manner, while NLRP3 expression was not upregulated in lung cancer cells (Fig. 2A, B, Additional file 1: Fig. S1). NLRP3 interacts with ASC to initiate inflammasome assembly. We found that radiation also induced the colocalization of NLRP3 with ASC (Fig. 2C). The IL-1β levels in the supernatants of irradiated BEAS-2B, H446, A549, and H460 cells at different time points were detected by ELISA, and the results showed that irradiated BEAS-2B cells secreted significantly higher amounts of IL-1β compared with irradiated lung cancer cells, which was most evident 48 h post radiation. The change in IL-1β levels correlated with the increase in the radiation dose (Fig. 2D). However, the change in IL-18 levels was very modest in lung epithelium compared with lung cancer cells, indicating a more profound role of IL-1β in lung epithelium-induced inflammation (Additional file 1: Fig. S2).

**Fig. 2:**
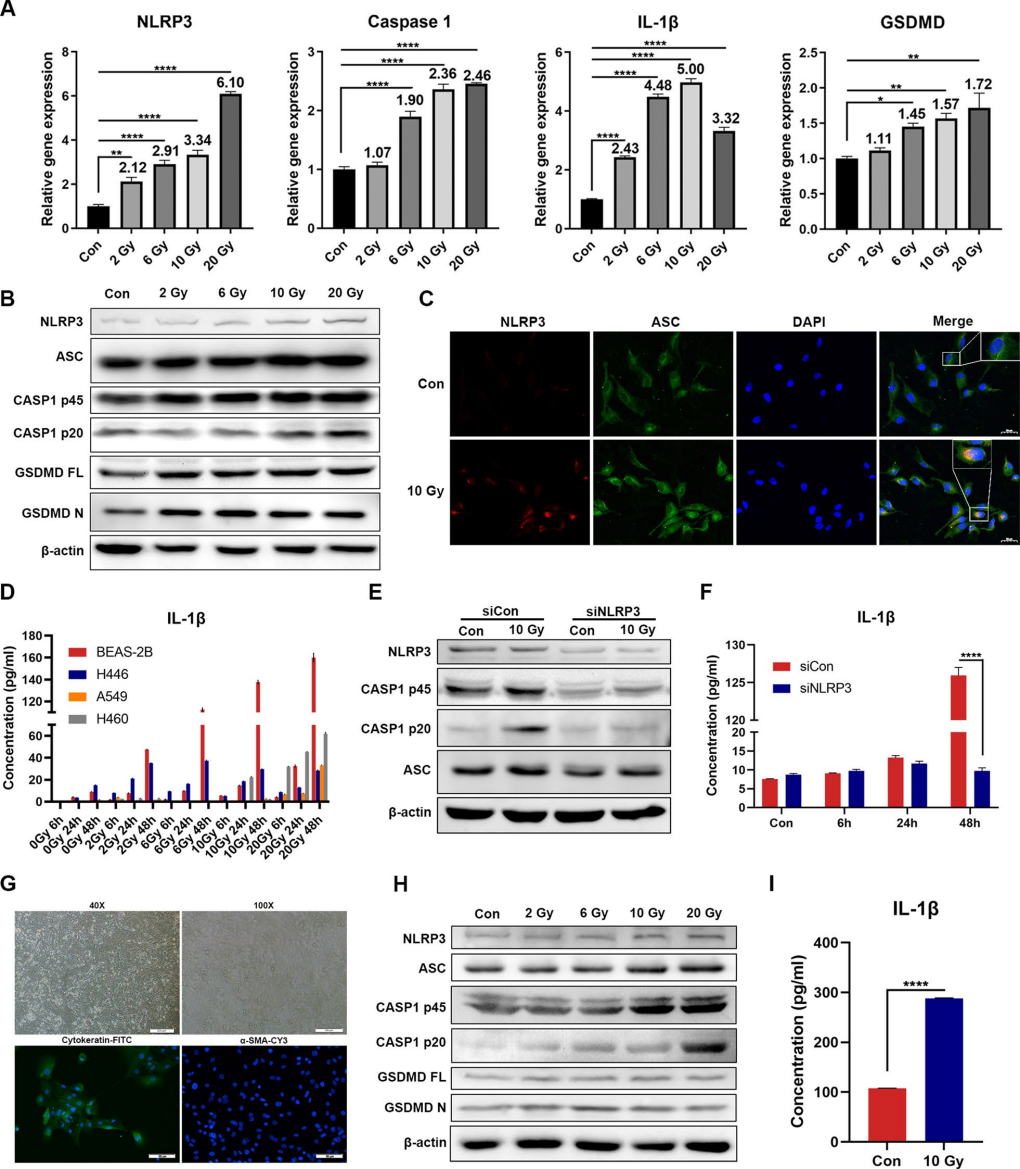
NLRP3 inflammasome is activated and induces pyroptosis after radiation of lung epithelial cells. **A** qRT-PCR showing that the mRNA level of NLRP3, CASP1, IL-1β and GSDMD expression were increased after radiation in BEAS-2B (n = 3). **B** Western blotting showing that the protein level of NLRP3, CASP1 cleavage and GSDMD cleavage were increased after radiation in BEAS-2B (n = 3). **C** Representative fluorescent microscopy images of BEAS-2B that was co-stained for NLRP3, ASC and DAPI before and after radiation (n = 3). Scale bar, 50 μm. **D** ELISA results of IL-1β in supernatant of BEAS-2B, H446, A549 and H460 at different time points after radiation (n = 3). **E** BEAS-2B cells were transfected with the control or siNLRP3 siRNA, and given 10 Gy X-ray radiation, then samples were collected and changes in essential components of NLRP3 inflammasome were detected (n = 3). **F** ELISA results of IL-1β in supernatant of BEAS-2B transfected with control or NLRP3 siRNA at different time point after radiation (n = 3). **G** Microscopy images of PHBE and fluorescent microscopy images of PHBE stained for epithelium-specific cytokeratins and fibroblast marker α-SMA (n = 3). **H** Western blotting showing the level of NLRP3 protein expression, CASP1 cleavage and GSDMD cleavage were increased after radiation in PHBE (n = 3). **I** ELISA results of IL-1β in supernatant of PHBE 48 h after radiation (n = 3). Bar graphs show the means ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. *qRT-PCR* quantitative reverse transcription polymerase chain reaction, *ASC* apoptosis-associated speck-like protein containing a caspase-recruitment domain, *IL* interleukin, *ELISA* enzyme-linked immunosorbent assay, *PHBE* primary human bronchial epithelial cells, *SEM* standard error of mean

To determine whether the activation of CASP1 is dependent on NLRP3, BEAS-2B cells were transfected with NLRP3-silencing siRNA. Transfection efficiency was analyzed using western blotting and qRT-PCR. NLRP3 inhibited both the activation of CASP1 and secretion of IL-1β secretion (Fig. 2E, F, Additional file 1: Fig. S3). To further investigate the correlation between NLRP3 inflammasome, lung epithelial cells, and RILI, PHBE were isolated from human bronchial segments. As shown in Fig. 2G, PHBE cells had a typical cobblestone appearance and presented positive immunostaining for the epithelial marker cytokeratin and negative immunostaining for the fibroblast marker α-SMA. Consistent with the above findings, the NLRP3 inflammasome was activated in PHBE after radiation, and the secretion of IL-1β was significantly increased (Fig. 2H, I). Taken together, these results indicate that radiation induces NLRP3 inflammasome activation and pyroptosis in the lung epithelial cells.

Since NLRP3 may be the key molecule in RILI as well as in tumorigenesis and progression, we treated A549 and H446 cells with MCC950, a specific small-molecule inhibitor that selectively blocks NLRP3. The result revealed the inhibition of the proliferation ability of both H446 and A549 by MCC950 (Additional file 1: Fig. S4), indicating that the suppression of NLRP3 may inhibit tumor growth and alleviate the progression of RILI.

### Radiation induced NLRP3 inflammasome activation relies on glycolysis related ROS accumulation

Radiation-induced normal tissue injury is a dynamic and progressive process that begins with ROS production and accumulation [1]. ROS can cause DNA damage, and protein and lipid oxidization, followed by a series of biological processes that may lead to cell death and inflammation [26]. We found that ROS levels were significantly increased in the lung epithelial cell lines BEAS-2B and HBE in a radiation dose-dependent manner (Fig. 3A, Additional file 1: Fig. S5). To investigate whether ROS accumulation in lung epithelial cells triggered NLRP3 inflammasome activation, we used *N*-acetyl-l-cysteine (NAC), to treat lung epithelial cells prior to radiation, and found that NAC largely scavenged intracellular ROS in lung epithelial cells (Fig. 3A, Additional file 1: Fig. S5A). NAC pretreatment abolished radiation-induced NLRP3 inflammasome activation, CASP1 cleavage, and IL-1β secretion in BEAS-2B and PHBE cells, suggesting that ROS accumulation may trigger NLRP3 inflammasome activation in lung epithelial cells (Fig. 3B, H, Additional file 1: Fig. S5B).

**Fig. 3:**
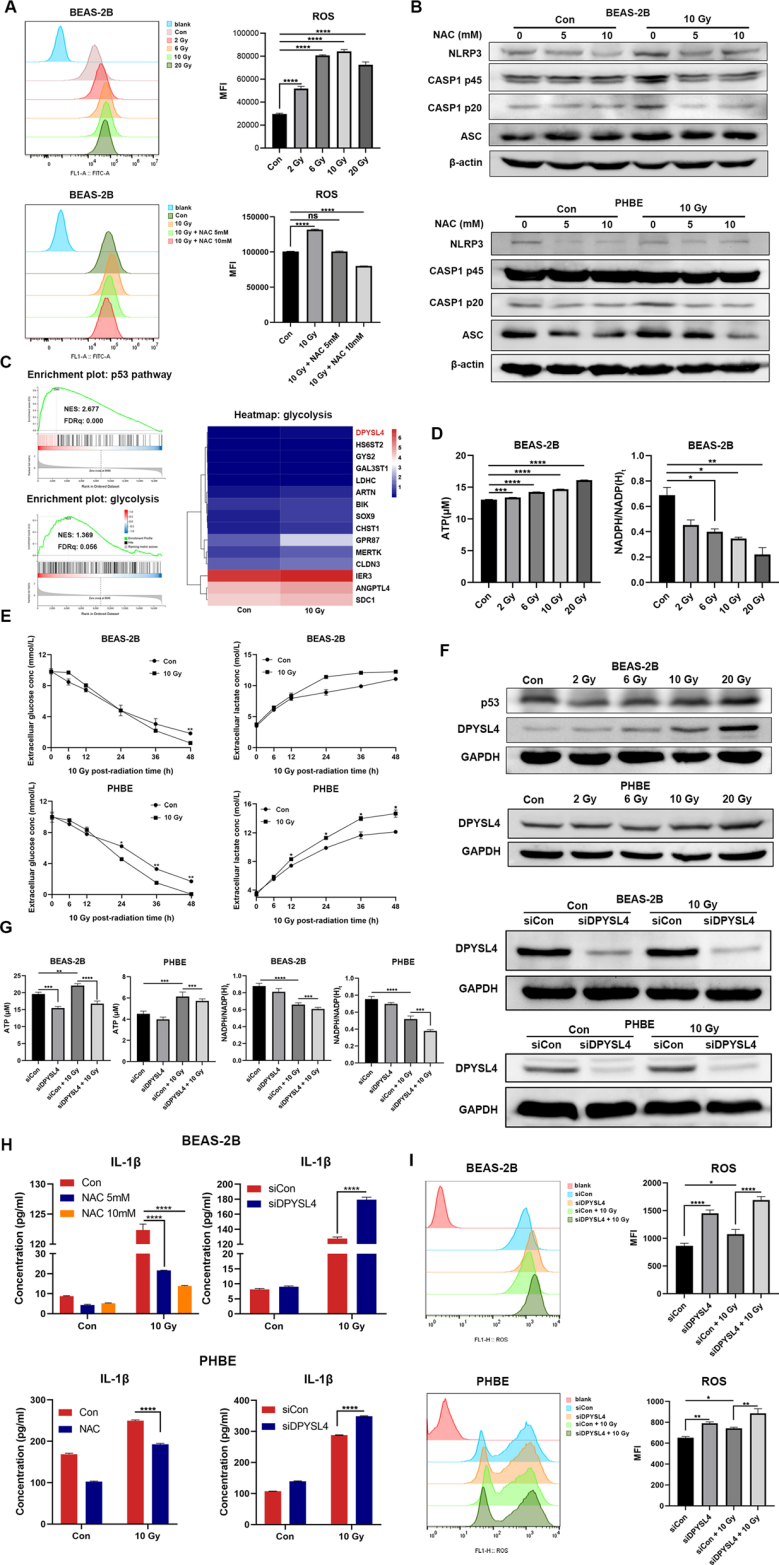
Radiation induced intracellular glucose metabolic change is associated with NLRP3 inflammasome activation. **A** Flow cytometry of the intracellular ROS level at 6 h post radiation pretreated with or without NAC in BEAS-2B (n = 3). **B** Western blotting showing the NLRP3, ASC protein expression, CASP1 cleavage and GSDMD cleavage were inhibited pretreated with NAC after radiation in BEAS-2B and PHBE (n = 3). **C** GSEA plot showing the enrichment of the p53 and glycolysis pathway in the irradiated BEAS-2B, and heatmap of differentially expressed genes in glycolysis pathway (n = 3). **D** Intracellular ATP level was increased and NADPH/NADP(H)_total_ ratio was decreased in the irradiated BEAS-2B (n = 3). **E** Extracellular lactic acid level and extracellular glucose level measured at different time points after radiation in BEAS-2B and PHBE (n = 3). **F** DPYSL4 protein levels were examined by Western blotting in BEAS-2B, and PHBE given different dose of X-ray radiation, or transfected with the control or siDPYSL4 siRNA and analyzed by Western blotting to confirm the knockdown efficiency. **G** Intracellular ATP level and NADPH/NADP(H) total ratio was detected in BEAS-2B and PHBE transfected with the control or siDPYSL4 siRNA  (n = 3). **H** ELISA results of IL-1β in supernatant of BEAS-2B and PHBE 48 h after radiation pretreated with NAC or transfected with control or siDPYSL4 siRNA (n = 3). **I** Flow cytometry of the intracellular ROS level at 6 h post radiation transfected with control or siDPYSL4 siRNA (n = 3). Bar graphs show the mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 . *MFI* mean fluorescence intensity, *ROS* reactive oxygen species, *NAC* *N*-acetyl-l-cysteine, *ASC* apoptosis-associated speck-like protein containing a caspase-recruitment domain, *GSEA* gene set enrichment analysis, *ATP* adenosine 5′-triphosphate, *NADP* nicotinamide adenine dinucleotide phosphate, *PHBE* primary human bronchial epithelial cells, *siRNA* small interfering ribonucleic acid, *ELISA* enzyme-linked immunosorbent assay, *IL* interleukin, *SEM* standard error of the mean, *ns* not significant

According to the RNA-seq results, several pathways involved in metabolic processes, were enriched in irradiated lung epithelial cells (Fig. 3C). 

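A list of 20 glycolytic enzyme and transporter genes, written without reference to the heat map of Fig. 3C, had a median log2 fold change of 0.07 in irradiated BEAS-2B cells (adjusted p = 0.165, limma's camera), with 13 of 20 members higher. No member was past the threshold, adjusted over the list alone or over all genes tested. The median log2 difference of the list from the control mean was 0.04, 0.19 and -0.06 in irradiated replicates 1, 2 and 3. In the controls it was -0.02, 0.07 and -0.04, so that the difference was within the spread between replicates. The median of the list was -0.01 without the library labelled BEAS-2B 10 Gy replicate 2 (adjusted p = 0.791). Without irradiated replicate 3, it was 0.13 (adjusted p = 0.0278), and quantile normalization gave 0.07 with an adjusted p of 0.0343.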

To investigate the metabolic alterations in lung epithelial cells caused by radiation, we first examined the intracellular levels of ATP and NADP(H) redox couples, which are involved in cellular energy metabolism and the maintenance of redox balance. We found that ATP levels increased, and the NADPH/NADP(H)_total_ ratio decreased after radiation in BEAS-2B cells (Fig. 3D). We then investigated the glycolysis level after radiation at different time points and found that the lactic acid level in supernatants was significantly increased after radiation, while the glucose concentration was decreased, suggesting upregulated glycolysis in irradiated epithelial cells (Fig. 3E).

Studies have shown that p53 plays a vital role in antioxidant response and cell metabolism [27]. 

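A list of 29 p53 target genes, of which 27 were tested in BEAS-2B cells, had a median log2 fold change of 0.58 after irradiation (adjusted p = 2.9e-15, limma's camera), and all 27 members were higher. Adjusted over the list alone, 18 members were past the threshold, and 0 over all genes tested. Compared with the mean of the controls, the list lay at a median log2 difference of 0.84 in irradiated replicate 1, 0.00 in replicate 2 and 0.97 in replicate 3, while each control lay within 0.02 of that mean. Without the library labelled BEAS-2B 10 Gy replicate 2, the median was 0.87 and 24 of the 27 members were differentially expressed. CDKN1A (Entrez 1026), named after its values were seen, is a p53 target on chromosome 6 of GRCh38 from 36676460 to 36687339. It had an FPKM of 79.93, 86.36 and 86.08 in the controls and of 309.73, 102.24 and 487.79 after irradiation. Its log2 fold change was 1.56 (standard error 0.42, adjusted p = 0.25, limma), and 2.20 without that library (standard error 0.15, adjusted p = 4.6e-05).

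Of the 15 genes in the glycolysis heat map of Fig. 3C, 6 passed the filter on low values. Their median log2 fold change was 0.36 (adjusted p = 1.8e-05, limma's camera), all 6 were higher, and 5 were past the threshold when adjusted over the list alone. The study chose this list on the same libraries. Without the library labelled BEAS-2B 10 Gy replicate 2, the median was 0.48, and ANGPTL4 and IER3, named after their values were seen, were differentially expressed, each with a log2 fold change of 0.51.

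**Figure D3:**
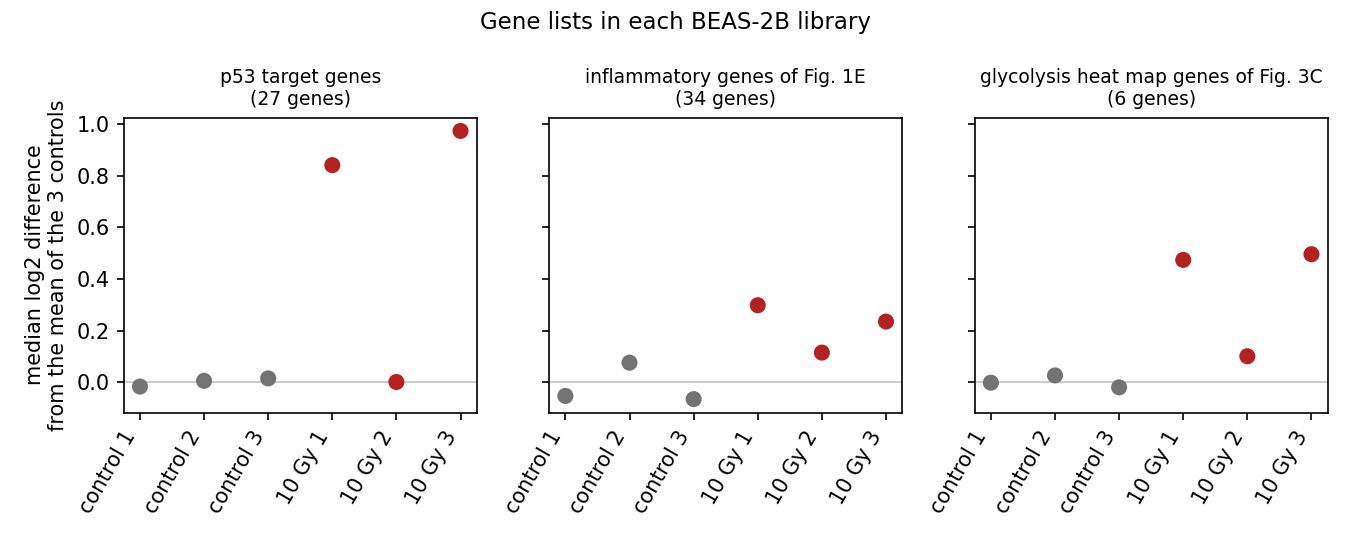
Median log2 difference of 3 gene lists from the mean of the 3 controls (y axis) in each BEAS-2B library (x axis), with controls in grey and irradiated libraries in red. The p53 target genes lie at 0.84, 0.00 and 0.97 in irradiated replicates 1, 2 and 3.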

GSEA revealed that the p53 pathway and glycolysis were enriched in irradiated BEAS-2B cells (Fig. 3C). Among the core enriched genes, the most significant differentially expressed gene was dihydropyrimidinase-like 4 (DPYSL4) (Fig. 3C), which has been reported to be p53-inducible and is associated with OXPHOS and cellular energy supply [28]. Therefore, we examined the expression levels of DPYSL4 after radiation. 

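DPYSL4 (Entrez 10570) lies on chromosome 10 of GRCh38 from 132186900 to 132205776. Its FPKM in BEAS-2B cells was 0.05, 0 and 0.02 in the controls and 0.28, 0.02 and 0.26 after irradiation, all below the filter on low values. The means were 0.0233 ± 0.0252 and 0.187 ± 0.145 (SD, n = 3 each), and the exact permutation test gave p = 0.30 (two-sided). At these values a gene rests on few reads. In a fit without the filter, the log2 fold change of log2(FPKM + 1) was 0.21 (standard error 0.08, adjusted p = 0.459, limma). Among the 15 genes of the heat map in Fig. 3C, DPYSL4 held rank 6 by p in that fit, and SDC1, named after its values were seen, held rank 1 with a log2 fold change of 0.36 and an adjusted p of 0.40. The values of DPYSL4 in the library labelled BEAS-2B 10 Gy replicate 2 lay within the range of the controls.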

We found that DPYSL4 was significantly upregulated in BEAS-2B and PHBE cells post-irradiation (Fig. 3F). Next, we sought to determine the function of DPYSL4 in irradiated epithelial cells. DPYSL4 silencing resulted in a lower ATP level and a higher NADPH/NADP(H)_total_ ratio than in the control group after radiation (Fig. 3F, G). Since NADP^+^/NADPH redox couples are essential for maintaining cellular redox homeostasis [29], we examined the cellular ROS levels in DPYSL4-silencing or small interfering control lung epithelial cells. We found that silencing DPYSL4 greatly increased cellular ROS levels either in the presence or absence of radiation (Fig. 3I), suggesting a protective effect of DPYSL4 post radiation by regulating cellular energy metabolism. Consistent with the above findings, silencing DPYSL4 increased IL-1β secretion in BEAS-2B and PHBE cells, possibly due to increased cellular ROS levels (Fig. 3H).

To explore the role of ROS in RILI, the ROS levels in irradiated lung tissue of mice were detected. The results showed that the ROS level was significantly increased at day 7 post radiation and remained at high level until 5 months after radiation compared with that of unirradiated mice, indicating that ROS was involved in the whole process of RILI (Additional file 1: Fig. S6A). Moreover, immunohistochemistry revealed that DPYSL4 was greatly upregulated in bronchus 7 days after radiation and continued until 5 months after radiation (Additional file 1: Fig. S6B).

### NLRP3 inflammasome activation triggers fibroblast mature and migration through IL-1β

A broad spectrum of molecules, including extracellular matrix (ECM) components, collagens, and ECM modulators, matrix metalloproteinases (MMPs), and tissue inhibitors of metalloproteinases (TIMPs), have been reported to participate in the process of lung fibrosis. To determine the effect of IL-1β on RPF, the human fibroblast cell line, 2BS, was used. qRT-PCR and western blotting were performed to observe the expression of collagens, TIMPs, and MMPs, as well as the fibroblast activation marker α-SMA. The results showed that IL-1β induced the expression of type I collagens, TIMP-1, MMP-3, and α-SMA in fibroblasts (Fig. 4A, B), indicating the effect of IL-1β on fibroblast activation and lung tissue remodeling. To validate these results, primary human lung fibroblasts (HLF) and mouse embryonic fibroblasts (MEF) were extracted (Additional file 1: Fig. S7A). Consistent with the results obtained from cell line 2BS, we found that IL-1β promoted the synthesis of type I collagen, α-SMA, TIMP-1, and MMP-3 in HLF and MEF (Fig. 4B, Additional file 1: Fig. S7B). To ascertain that the epithelium-derived IL-1β was responsible for the observed phenotype change, the culture medium of BEAS-2B was collected after 48 h of incubation post radiation, then added to 2BS and co-cultured for 24 h. Similar to the treatment with IL-1β, the conditioned medium significantly induced the mRNA expression of COL1A1, COL1A2, TIMP-1, MMP-3, and α-SMA (Fig. 4C). To further confirm whether NLRP3 inflammasome activation in irradiated lung epithelial cells mediated the response of fibroblasts, BEAS-2B cells were transfected with NLRP3, IL-1β siRNA, or control siRNA and then treated with 10 Gy radiation. The conditioned medium was collected 48 h later and co-cultured with 2BS or HLF. Both silencing NLRP3 and IL-1β in BEAS-2B cells significantly suppressed the activation of fibroblasts, and silencing IL-1β eliminated the effect of co-culturing, indicating that other pathways that activate IL-1β may be involved in fibroblast activation. If IL-1β was added to the conditioned medium of irradiated IL-1β-silencing BEAS-2B, the activation effect was restored (Fig. 4D). Similarly, the conditioned medium of irradiated PHBE greatly promoted the activation of HLF, further confirming the above results (Fig. 4D).

**Fig. 4:**
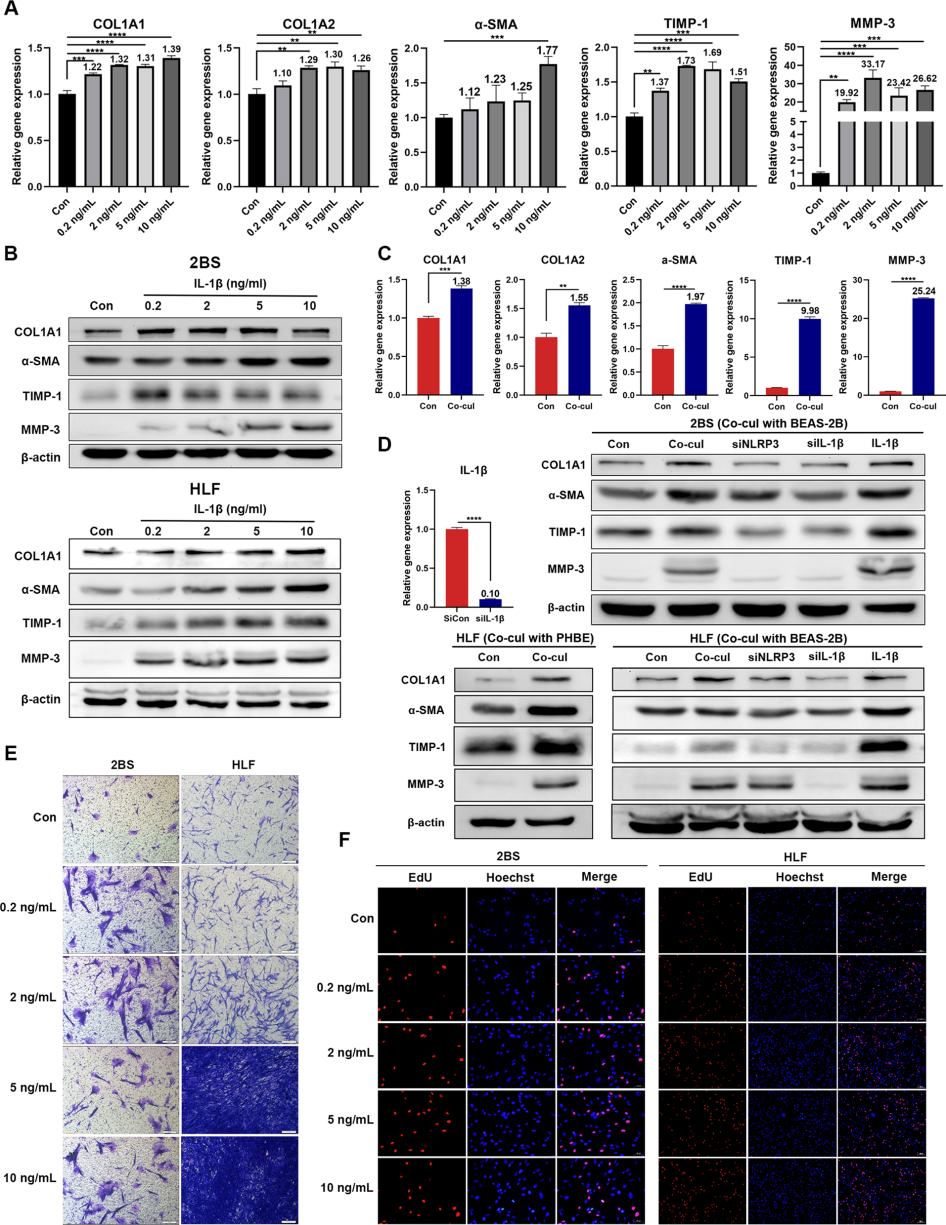
IL-1β promotes the proliferation, migration, and activation of fibroblasts. **A** qRT-PCR showing mRNA levels of COL1A1, COL1A2, α-SMA, TIMP-1, and MMP-3 in 2BS after IL-1β treatment for 24 h (n = 3). **B** Western blot showing the protein levels of COL1A1, α-SMA, TIMP-1, and MMP-3 in 2BS and HLF after IL-1β treatment for 24 h (n = 3). **C** qRT-PCR showing the mRNA levels of COL1A1, COL1A2, α-SMA, TIMP-1, and MMP-3 in 2BS after co-culture with conditioned medium from irradiated BEAS-2B for 24 h (n = 3). **D** BEAS-2B cells were transfected with control or IL-1β siRNA and analyzed by qRT-PCR to confirm knockdown efficiency (n = 3). Western blotting was performed to examine the protein levels of COL1A1, α-SMA, TIMP-1, and MMP-3 in 2BS and HLF after co-culture with conditioned medium of irradiated BEAS-2B cells transfected with control, NLRP3, or IL-1β siRNA for 24 h, and the protein levels of COL1A1, α-SMA, TIMP-1, and MMP-3 in HLF after co-culture with conditioned medium of irradiated PHBE (n = 3). **E** Representative microscopy images of the transwell assay showing that IL-1β promoted the migration of 2BS and HLF (n = 3). **F** EdU assay showing that IL-1β promotes the proliferation of 2BS and HLF (n = 3). Bar graphs show the mean ± SEM; **P < 0.01, ***P < 0.001, ****P < 0.0001. *IL* interleukin, *qRT-PCR* quantitative reverse transcription polymerase chain reaction, *TIMP* tissue inhibitors of metalloproteinases, *MMP* matrix metalloproteinases, *siRNA* small interfering RNA, *HLF* primary human fibroblast, *PHBE* primary human bronchial epithelial cells, *SEM* standard error of the mean

Next, we investigated whether IL-1β affected the migration and proliferation of fibroblasts. Transwell assays demonstrated that IL-1β facilitated the migration ability of 2BS, HLF, and MEF (Fig. 4E, Additional file 1: Fig. S7C). The EdU experiment showed that IL-1β stimulated the proliferation of 2BS, HLF, and MEF (Fig. 4F, Additional file 1: Fig. S7D). Taken together, our results suggest that lung epithelial cells activate the NLRP3/IL-1β pathway after irradiation and induce the activation, proliferation, and migration of fibroblasts.

### NLRP3 inflammasome was activated and associated with RPF in vivo

To further analyze the effect of the NLRP3 inflammasome in RILI, 6-week female C57Bl/6 mice were administered a single thoracic 16 Gy radiation dose to construct RILI mouse models. We evaluated the expression of the NLRP3 inflammasome in lung tissue 7 days after radiation. Radiation triggered an increase in NLRP3 and GSDMD expression in irradiated lung tissue, as revealed by western blotting (Fig. 5A). BALF and lung tissues were obtained at different time points after radiation. The IL-1β levels in BALF were significantly increased on day 7, which persisted over 21 days, while the change in IL-1β levels in serum did not reach statistical significance (Fig. 5B). IHC analysis of the lung tissue showed that NLRP3 was significantly upregulated in mouse bronchial tissue on days 1, 3, 7, 14, and 28 after radiation (Fig. 5C). Two months after radiation, Masson’s staining revealed lung tissue remodeling and collagen deposition around the bronchus, which was more evident 5 months after radiation. Furthermore, NLRP3 immunohistology remained positive 5 months post-radiation, indicating that it may participate in the whole process of RILI (Fig. 5D).

**Fig. 5:**
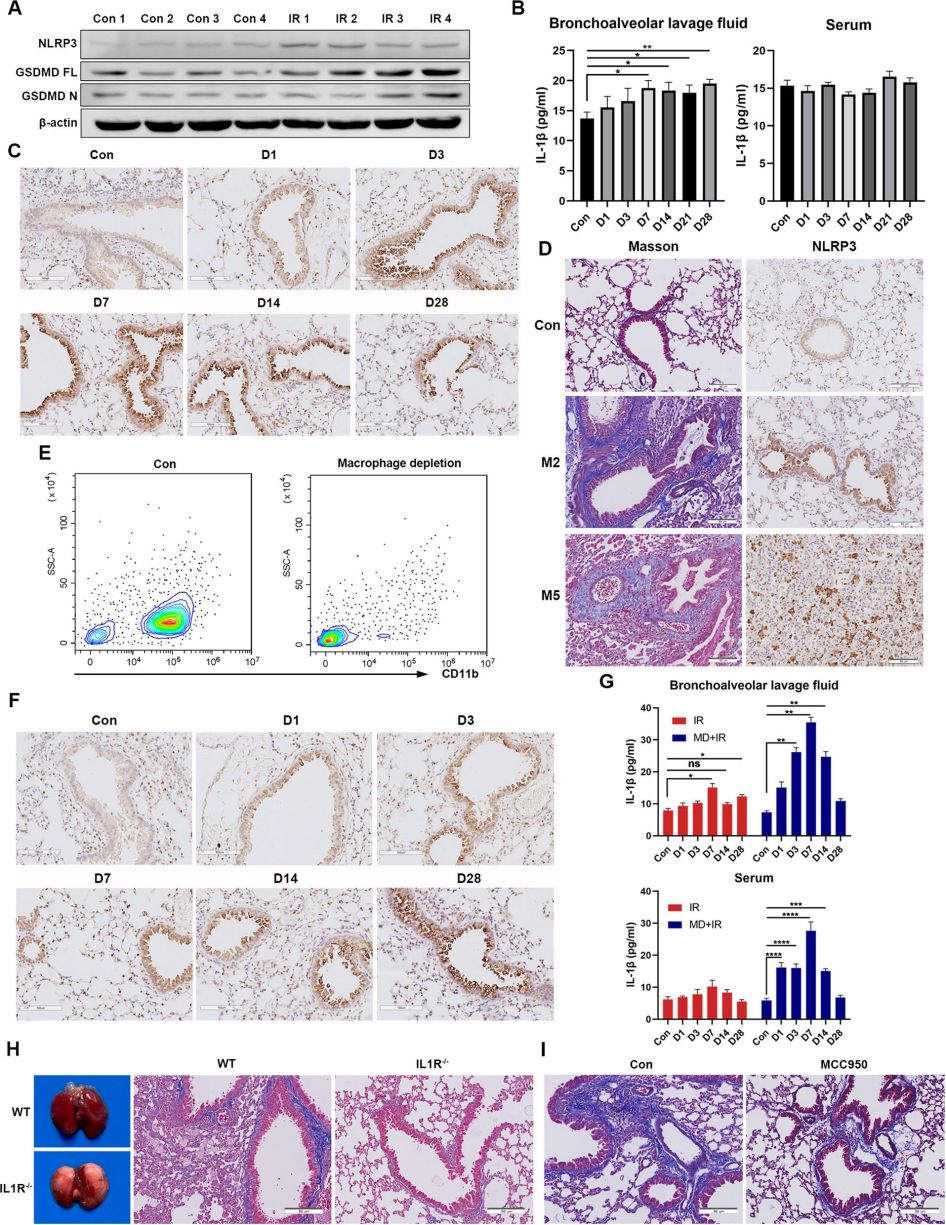
NLRP3 inflammasome is activated and promoted the progression of RPF in vivo. **A** Western blotting showing that NLRP3 protein level and GSDMD cleavage is increased in lung tissue of mice 7 days after 16 Gy thoracic X-ray radiation (n = 4). **B** ELISA results of IL-1β in BALF and serum of mice at different time points after radiation (n = 5). **C** Representative images of IHC staining for NLRP3 in lung tissue of mice at different time points after radiation (n = 5). **D** Representative images of NLRP3 and Masson’s staining in lung tissue of mice 2 and 5 months after radiation (n = 5). **E** Flow cytometry of the expression levels of CD11b in lung tissue of mice to confirm the depletion efficiency of macrophage (n = 5). **F** Representative images of IHC staining for NLRP3 in lung tissue of mice receiving macrophage depletion at different time point after radiation (n = 5). **G** ELISA results of IL-1β in BALF and serum of mice in different groups at different time points after radiation (n = 5). **H** Representative images of lung tissue and Masson’s staining of lung tissue of wild-type and IL-1R^−/−^ mice (n = 5). **I** Representative images of Masson’s staining in lung tissue of mice treated with or without MCC950 5 months after radiation (n = 5). Bar graphs show the mean ± SEM; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. *RPF* radiation-induced pulmonary fibrosis, *ELISA* enzyme-linked immunosorbent assay, *IL* interleukin, *BALF* bronchoalveolar lavage fluid, *IHC* immunohistochemical, *WT* wild type, *1L-1R* IL-1 receptor, *SEM* standard error of mean, *ns* not significant

Clodronate liposomes were used to deplete the lung macrophages of mice to rule out the effect of macrophages. The depletion efficiency was confirmed by flow cytometry (Fig. 5E), and the mice were administered 16 Gy thoracic radiation. IHC analysis of the lung tissue demonstrated that NLRP3 was still positive in the bronchus after macrophage depletion (Fig. 5F). We found that IL-1β levels in the BALF of macrophage-depleted mice were significantly higher than that of control mice. Furthermore, IL-1β levels in the serum were augmented in macrophage-depleted mice, which was not observed in the mice of the control group, suggesting that macrophages may play an immunosuppressive role in the early phase of RILI (Fig. 5G). To further validate the effect of IL-1β, we used IL-1R^−/−^ mice that received 16 Gy of thoracic irradiation (Additional file 1: Fig. S8). Lung tissue was collected after 5 months. Masson’s staining revealed a significantly higher amount of collagen deposition and more severe fibrosis in wild-type mice than in IL-1R^−/−^ mice (Fig. 5H), confirming that targeting IL-1β is a promising strategy to alleviate RILI.

MCC950 has been proposed as a specific small molecule inhibitor that can selectively block NLRP3 inflammasome activation [30]. Previous study has shown that MCC950 treatment ameliorates RP and decreases cytokine production including IL-6, IL-18, and IL-1β [10]. We further explored whether MCC950 could improve RPF. Lung of irradiated mice were collected after 5 months. Masson’s staining showed that MCC950 significantly alleviated lung fibrosis induced by radiation (Fig. 5I). These findings suggested that MCC950 was a promising drug for the prevention of RPF.

Here, we demonstrated that after radiation, the NLRP3 inflammasome is activated in lung epithelial cells, where DPYSL4 regulated glucose metabolism alteration is related to intracellular ROS accumulation and is thus associated with NLRP3 inflammasome activation. IL-1β secreted by lung epithelial cells promotes the activation, proliferation, and migration of fibroblasts as well as promotes the process of lung tissue remodeling, thereby promoting the progression of RILI (Fig. 6).

**Fig. 6:**
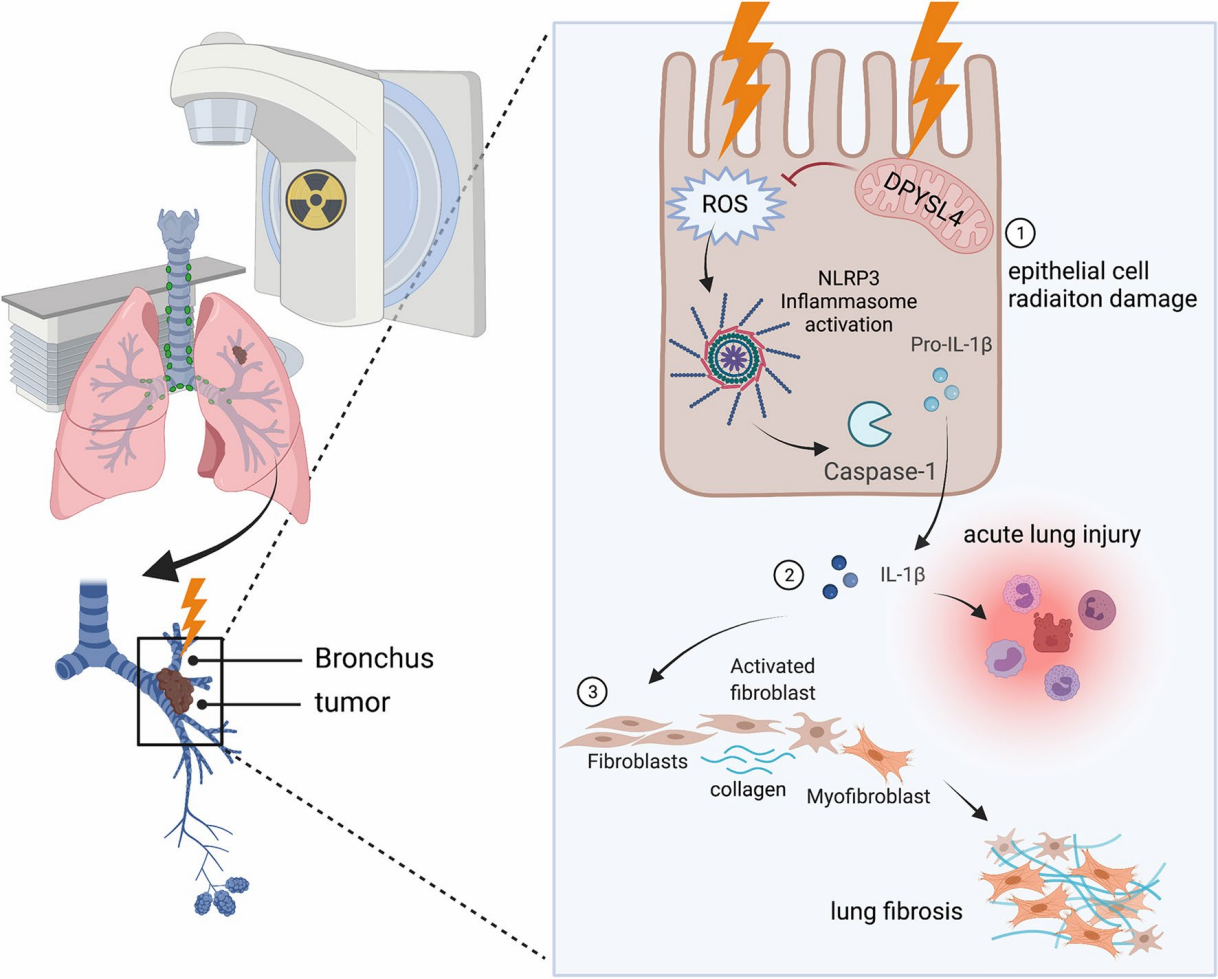
A schematic illustration showing that radiation induced NLRP3 inflammasome activation in lung epithelial cells is associated with glucose metabolic alteration involving DPYSL4 and promotes RILI progression through IL-1β secretion. *RILI* radiation-induced lung injury, *IL* interleukin

## Discussion

RILI is one of the most common fatal complications of thoracic radiotherapy [31]. Previous studies have mainly focused on how to increase the radiosensitivity of tumor cells, thus decreasing the total radiation dose to decrease radiation injury [32]. However, most molecular targets that sensitize tumor cells to radiotherapy also increase damage to the normal lung epithelium.

This study investigated the different response patterns of normal lung cells and tumor cells to radiation, thus discovering potential radioprotective drugs. We reported tremendous differences in molecular pathway changes between normal and malignant lung cells after radiation damage using RNA-seq. 

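The difference between the lines was tested for each gene as the log2 fold change in BEAS-2B cells minus that in a cancer line, in 1 fit of all 18 libraries and 13071 genes. Against H446 cells, 2971 genes differed at an adjusted p under 0.05 (limma), 1796 with a higher and 1175 with a lower response in BEAS-2B cells. Against A549 cells, 3999 genes differed, 2089 with a higher and 1910 with a lower response. Most of these genes changed in the cancer line itself. In the separate fit of H446 cells, 76.9% of the 2971 genes were differentially expressed, and in that of A549 cells, 86.8% of the 3999. Between BEAS-2B and H446 cells, 1382 genes differed once the GC trend of each library was removed, 691 in each direction, and 1061 of them were among the 2971. The paper takes such differences as a direction for seeking agents that prevent radiation-induced lung injury.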

Despite the different activation of p53 and cell cycle pathways. 

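In H446 cells, the median log2 fold change of the p53 target genes was 0.00 (adjusted p = 0.394, limma's camera), with 14 of 27 tested members higher. In A549 cells it was 0.91 (adjusted p = 2.9e-15), and of 29 members 26 were significantly higher and 2 lower. The response of this list was higher in BEAS-2B than in H446 cells by a median of 0.53 (adjusted p = 1.1e-04, camera on the difference between the lines). Between BEAS-2B and A549 cells the difference was -0.49 (adjusted p = 0.00476). It was -0.13 without the library labelled BEAS-2B 10 Gy replicate 2 (adjusted p = 0.34).

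The mitosis genes rose in H446 cells by a median of 0.72 (adjusted p = 8.1e-26), and all 24 members were significantly higher. Their median was 0.03 in BEAS-2B (adjusted p = 0.0901) and 0.08 in A549 cells (adjusted p = 0.237). The DNA replication genes had a median of -0.57 in H446 cells (adjusted p = 2.5e-15), with 26 of 28 members significantly lower. Their median was -0.13 in BEAS-2B (adjusted p = 1.8e-05) and -0.18 in A549 cells (adjusted p = 0.0107). The difference between BEAS-2B and H446 cells was -0.67 for the mitosis genes (adjusted p = 1.1e-22) and 0.41 for the DNA replication genes (adjusted p = 1.2e-11). Against A549 cells, it was -0.00296 for the mitosis genes (adjusted p = 0.808) and 0.09 for the DNA replication genes (adjusted p = 0.644).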

Surprisingly, the inflammatory response involving NLRP3 was only activated in lung epithelial cells but not in lung cancer cells after radiation. 

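NLRP3 had an FPKM of 0 in the 3 H446 controls and of 0, 0 and 0.02 after irradiation. In A549 cells it had 0.04, 0.07 and 0.04 in the controls and 0.02, 0 and 0 after irradiation. NLRP3 passed the filter on low values in none of the 3 lines, so that the main fit did not test the difference in its response between the lines. A fit of that difference without the filter was run, and its value for NLRP3 is not reported here.

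For the inflammatory genes of Fig. 1E, the response in BEAS-2B cells exceeded that in H446 cells by a median log2 difference of 0.31 (adjusted p = 1.3e-04, limma's camera on the difference between the lines). It exceeded that in A549 cells by 0.27 (adjusted p = 0.00797). Single members did change in the cancer lines, with 5 significantly higher and 8 lower of 29 tested in H446 cells, and 13 higher and 10 lower of 33 in A549 cells. For the NF-kB and cytokine genes, the response in BEAS-2B cells exceeded that in A549 cells by 0.54 (adjusted p = 8.6e-04). Against H446 cells the difference was 0.25 (adjusted p = 0.114), and without the library labelled BEAS-2B 10 Gy replicate 2 it was 0.29 (adjusted p = 0.00528). IL1B was lower in irradiated H446 cells, with a log2 fold change of -0.26 (standard error 0.05, adjusted p = 0.00251, limma). In A549 cells its log2 fold change was 0.31 (standard error 0.14, adjusted p = 0.0833). The response of IL1B in BEAS-2B cells differed from that in H446 cells by 0.85 (adjusted p = 0.0281) and from that in A549 cells by 0.27 (adjusted p = 0.47). The latter was 0.58 without the library labelled BEAS-2B 10 Gy replicate 2 (adjusted p = 0.0158).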

We found that NLRP3 is the highest-ranked inflammasome and its canonical pathway activation is associated with altered glucose metabolism. 

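Of 18 inflammasome genes analysed here, 11 passed the filter on low values in BEAS-2B cells, and 0 were differentially expressed when adjusted over all genes tested. Adjusted over the list alone, NLRP1 was higher, with a log2 fold change of 0.54 (standard error 0.18), while CARD8 and NEK7 were lower, with -0.30 and -0.26. NLRP1 and IL1B were differentially expressed without the library labelled BEAS-2B 10 Gy replicate 2, with NLRP1 at 0.79 (adjusted p = 0.00199, limma). The other components of the canonical pathway showed no difference beyond the spread between replicates in BEAS-2B cells. PYCARD, which encodes ASC, had a mean FPKM of 31.7 in the controls and 32.6 after irradiation, a log2 fold change of 0.04 (standard error 0.10). CASP1 had -0.09, GSDMD 0.06 and IL18 -0.08. The sign flipped for PYCARD (-0.07), GSDMD (-0.08) and IL18 (0.02) when the GC trend was removed. These values are mRNA levels. The paper's evidence for activation also includes cleaved CASP1 and GSDMD, colocalized NLRP3 and ASC, and secreted IL-1β, which mRNA levels do not measure. Without the filter on low values, NLRP3 held rank 8 of 18 by p, after CARD8, NEK7, MEFV, NLRP1, IL1B, CASP4 and NAIP. This rank counts rises and falls alike. Ahead of NLRP3, the log2 fold changes of CARD8, NEK7, CASP4 and NAIP were negative and those of MEFV, NLRP1 and IL1B positive.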

IL-1β, as the direct downstream protein of NLRP3, accelerates RILI by promoting fibroblast proliferation, migration, and activation as well as lung tissue remodeling. The repression of NLRP3 or IL-1β significantly reversed RILI in vitro and in vivo. All phenotypes were also observed in human-derived primary cells.

The tumor-killing effect of radiation can also damage the normal epithelium. The tolerable dose to normal tissues is a key issue limiting the implementation of radiotherapy. The concurrent combination of chemotherapy or immunotherapy and radiotherapy improves efficacy but also promotes the occurrence of RILI [33]. Studies have revealed that the development of RILI involves multiple processes, including DNA damage and ROS generation, inflammatory cell infiltration, hypoxia, and lung tissue remodeling [10, 31, 34]. To identify a potential protective agent against RILI, we analyzed the different response patterns of lung cancer and lung epithelial cells to radiation injury using RNA-seq. 

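In A549 cells, the genes with the largest rises were FDXR (log2 fold change 1.78), MDM2 (1.76) and SULF2 (1.67), and those with the largest falls were CCN1 (-2.14), ANKRD1 (-2.09) and TRIB3 (-2.01). In H446 cells, the largest rises were those of NUF2 (1.17), NEK2 (1.14) and HMMR (1.06), and the largest falls those of UNG (-1.39), MCM5 (-1.33) and CCNE2 (-1.20). These 12 genes were taken among differentially expressed genes with a mean FPKM of at least 10 and no overlap between the groups. FDXR had an FPKM of 44.8 ± 2.30 in control and 155.7 ± 1.48 in irradiated A549 cells (SD, n = 3 each). NUF2 had 29.6 ± 1.01 in control and 67.7 ± 2.11 in irradiated H446 cells. CDKN1A, which encodes the cell cycle inhibitor p21 and was also named after its values were seen, rose in A549 cells with a log2 fold change of 1.54 (standard error 0.04, adjusted p = 8.3e-11, limma), and in H446 cells it had -0.13 (standard error 0.05, adjusted p = 0.0642).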

Consistent with previous studies, radiation triggers a series of DNA damage response pathways in cancer cells [35, 36], including those helping cells recover from radiation injuries, such as activation of DNA damage sensing and early transduction pathways, cell cycle arrest, and DNA repair. The epithelium tends to undergo DNA damage-induced senescence and death, and triggers an inflammatory response. These differences provide a direction for us to seek potential agents for the prevention of RILI.

The NLRP3 inflammasome is widely expressed in epithelial and immune cells [37]. It has been reported to play an important role in autoimmune and metabolic diseases by activation of CASP1 and production of IL-1β and IL-18. It is involved in the development of IPF and infective lung injury [38]. However, their role in cancer remains controversial [39]. Canonical activation of the NLRP3 inflammasome enhances the proliferation and metastasis of lung adenocarcinoma cells [40]. It has also been shown to have an anti-tumorigenic role by promoting dendritic cell-mediated priming of IFN-γ-producing T lymphocytes against tumor cells [41]. Activation of the NLRP3 inflammasome pathway has also been revealed in cancer-associated fibroblasts to functionally promote tumor progression and metastasis by modulating the tumor microenvironment towards an immunosuppressive milieu and by upregulating the expression of adhesion molecules on endothelial cells [42]. Consistent with previous findings, we found that MCC950, a specific small-molecule inhibitor of NLRP3, could significantly inhibit the proliferation of both small cell lung cancer (SCLC) and non-SCLC cells. Furthermore, it significantly alleviated lung fibrosis induced by radiation. Although the NLRP3 inflammasome was first identified and well-studied in immune cells, it can be activated by low-dose irradiation both in vitro and in vivo in macrophage [43], and inhibition or deletion of NLRP3 can specifically alleviate radiation-induced lung inflammation in radiation [10]. We reported that the NLRP3 inflammasome canonical pathway is activated in lung epithelial cells in response to radiation-induced damage, contributing to pulmonary fibrosis by activating fibroblasts. We used a macrophage scavenger to eliminate the effect of macrophages in the lungs in an in vivo mouse model of RILI. Mice eliminated with macrophages showed a higher level of IL-1β, suggesting that the role of macrophages may be protective in the early phase of RILI. The limitation here is that, since the differentiation of macrophages is heterogeneous, we did not distinguish the roles of different subtypes of macrophages. In addition, we only observed the early effects of macrophage depletion, and its role in the late phase of RILI remains unclear.

IL-1β is a classical downstream effector molecule of NLRP3, and previous studies have demonstrated the role of IL-1β in pulmonary fibrosis [8]. Here, we demonstrated that it is the actual functional protein of NLRP3 that induces fibroblast proliferation and migration. We confirmed that the activation and accumulation of fibroblasts significantly induced the synthesis of type I collagen, which is a key element in pulmonary fibrosis. Another important feature of pulmonary fibrosis is pulmonary remodeling [44]. We found that IL-1β induced TIMP-1 and MMP-3 expression, indicating the role of IL-1β in pulmonary remodeling. These data support the central role of IL-1β in RPF, making it an attractive novel therapeutic target.

We observed that early glycolysis products may be diverted to lactic acid instead of the citric acid cycle when in need of faster ATP production. Previous evidence suggests that alterations in glycolysis and glucose metabolism contribute to IPF progression [45]. The Warburg effect induces myofibroblast differentiation and contributes to fibrosis in IPF [15]. Lactic acid in the tumor microenvironment has been reported to suppress anticancer immunity [46]. Therefore, targeting glucose metabolic dysregulation and suppressing the Warburg effect may be a promising future direction for RILI. We found that DPYSL4, a p53-inducible gene, was upregulated in irradiated epithelial cells. DPYSL4 is associated with mitochondrial supercomplexes, stimulates ATP production, and suppresses cancer cell invasion [28]. Our study revealed that DPYSL4 has a protective role in irradiated epithelial cells by increasing ATP and NADPH levels and decreasing ROS levels, thus suppressing the occurrence of pyroptosis. Future research should focus on unveiling the genes and metabolites involved in glucose metabolism and their association with RILI.

Given the important role of NLRP3 and IL-1β in RILI development and progression, it is likely that repressing them using inhibitors may contribute to protecting lung function from radiation. IL-1β inhibitors, such as canakinumab, have been proven safe in lung cancer patients and have a survival benefit for certain groups [47]. The relationship between metabolic alterations and inflammasome activation provides insight into the treatment and prediction model of RILI. This may be a new direction for research on the mechanisms of radiation damage and a novel target for developing new drugs in the future.

In conclusion, our data showed that glucose metabolism-related NLRP3 inflammasome activation plays a crucial role in RILI via IL-1β. This suggests the potential clinical application of IL-1β and NLRP3 inhibitors as radioprotective agents.

## Supplementary Information

**Additional file 1: Figure S1.** NLRP3 is upregulated in HBE while remains unchanged in A549 and H446. (A) Western blotting showing the protein level of NLRP3, CASP1 cleavage and GSDMD cleavage were increased after radiation in HBE (n = 3). (B) Western blotting showing the protein level of NLRP3 is not upregulated in A549 and H446 (n = 3). **Figure S2.** ELISA results of IL-18 in supernatant of BEAS-2B, H446, A549 and H460 at different time point after radiation (n = 3). **Figure S3.** qRT-PCR showing the increase of mRNA level of NLRP3, CASP1, IL-1β and GSDMD expression after radiation were inhibited in BEAS-2B transfected with NLRP3 siRNA (n = 3). Bar graphs show the mean ± SEM; ***P < 0.001, ****P < 0.0001. SEM: standard error of mean; ns: not significant. **Figure S4.** MCC950 inhibits the proliferation of lung cancer cells. (A) CCK-8 assay was performed to measure the half-maximal inhibitory concentration (IC50) of MCC950 (n = 3). (B) MCC950 significantly decreased the colony formation ability of H446 and A549 (n = 3). (C) MCC950 inhibited the proliferation ability of H446 and A549 (n = 3). Bar graphs show the mean ± SEM; **P < 0.01. SEM: standard error of mean. **Figure S5.** Radiation induced intracellular ROS accumulation triggers NLRP3 inflammasome activation in HBE. (A) Flow cytometry of the intracellular ROS level at 6h post radiation pretreated with or without NAC in HBE (n = 3). (B) Western blotting showing the protein level of NLRP3, ASC, CASP1 cleavage and GSDMD cleavage were inhibited pretreated with NAC after radiation in HBE (n = 3). Bar graphs show the mean ± SEM. **P < 0.01; ***P < 0.001; ****P < 0.0001. ROS: reactive oxygen species; NAC: *N*-acetyl-l-cysteine; SEM: standard error of mean. **Figure S6.** The ROS and DPYSL4 levels are increased in irradiated lung tissue of mice. (A) The ROS levels were increased in RILI (n = 5). (B) Representative images of IHC staining for DPYSL4 in lung tissue after radiation (n = 5). Bar graphs show the mean ± SEM. ****P < 0.0001. ROS: reactive oxygen species; SEM: standard error of mean. **Figure S7.** IL-1β promotes the proliferation, migration, and activation of MEF. (A) Microscopy images of HLF and MEF. Scale bar, 100 μm. (B) Western blotting showing the protein level of COL1A1, α-SMA, TIMP-1 and MMP-3 in MEF after IL-1β treatment for 24h (n = 3). (C) Representative microscopy images of transwell assay showing IL-1β promoted the migration of MEF (n = 3). (D) EdU assay showing IL-1β promoted the proliferation of MEF (n = 3). HLF: primary human fibroblast; MEF: primary mouse embryonic fibroblast. **Figure S8.** Gel electrophoresis was performed to confirm the knockout of IL1R of mice (n = 3). H_2_O, no template control group. B6, C57BL/6N wild type mice. 12&13, IL1R^−/−^ mice.

**Additional file 2: Table S1.** The primer sequences used in qRT-PCR. **Table S2.** Primer sequence of IL1R mutant and wild type.

## Data Availability

The dataset(s) supporting the conclusions of this article is(are) included within the article and its Additional files.

## Abbreviations

RILI: Radiation-induced lung injury
RP: Radiation pneumonitis
RPF: Radiation-induced pulmonary fibrosis
IPF: Idiopathic pulmonary fibrosis
NLRP: Nucleotide-binding oligomerization domain-like receptor family pyrin domain-containing
ASC: An apoptosis-associated speck-like protein containing a caspase-recruitment domain
CASP1: Caspase-1
IL-1β: Interleukin -1β
DPYSL4: Dihydropyrimidinase-like 4
OXPHOS: Mitochondrial oxidative phosphorylation
PBS: Phosphate-buffered saline
ATP: Adenosine 5′-triphosphate
BALF: Bronchoalveolar lavage fluid
FBS: Fetal bovine serum
PHBE: Primary human bronchial epithelial cell
ELISA: Enzyme-linked immunosorbent assay
GSEA: Gene set enrichment analysis
ROS: Reactive oxygen species
IHC: Immunohistochemistry
HLF: Primary lung fibroblasts
MEF: Primary mouse embryo fibroblasts
GSDMD: Gasdermin D
RNA-seq: RNA-sequencing
siRNA: Small interfering RNA
SCLC: Small cell lung cancer
NADP: Nicotinamide adenine dinucleotide phosphate
NAC: *N*-Acetyl-l-cysteine
ECM: Extracellular matrix
MMPs: Matrix metalloproteinases
TIMPs: Tissue inhibitors of metalloproteinases
SEM: Standard error of mean

# Supplementary material for: Activation of NLRP3 inflammasome in lung epithelial cells triggers radiation-induced lung injury
**Source:** Respir Res. 2023 Jan 24;24:25. doi: 10.1186/s12931-023-02331-7
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. NLRP3 is upregulated in HBE while remains unchanged in A549 and H446. (A) Western blotting showing the protein level of NLRP3, CASP1 cleavage and GSDMD cleavage were increased after radiation in HBE (n = 3). (B) Western blotting showing the protein level of NLRP3 is not upregulated in A549 and H446 (n = 3). Figure S2. ELISA results of IL-18 in supernatant of BEAS-2B, H446, A549 and H460 at different time point after radiation (n = 3). Figure S3. qRT-PCR showing the increase of mRNA level of NLRP3, CASP1, IL-1β and GSDMD expression after radiation were inhibited in BEAS-2B transfected with NLRP3 siRNA (n = 3). Bar graphs show the mean ± SEM; ***P < 0.001, ****P < 0.0001. SEM: standard error of mean; ns: not significant. Figure S4. MCC950 inhibits the proliferation of lung cancer cells. (A) CCK-8 assay was performed to measure the half-maximal inhibitory concentration (IC50) of MCC950 (n = 3). (B) MCC950 significantly decreased the colony formation ability of H446 and A549 (n = 3). (C) MCC950 inhibited the proliferation ability of H446 and A549 (n = 3). Bar graphs show the mean ± SEM; **P < 0.01. SEM: standard error of mean. Figure S5. Radiation induced intracellular ROS accumulation triggers NLRP3 inflammasome activation in HBE. (A) Flow cytometry of the intracellular ROS level at 6h post radiation pretreated with or without NAC in HBE (n = 3). (B) Western blotting showing the protein level of NLRP3, ASC, CASP1 cleavage and GSDMD cleavage were inhibited pretreated with NAC after radiation in HBE (n = 3). Bar graphs show the mean ± SEM. **P < 0.01; ***P < 0.001; ****P < 0.0001. ROS: reactive oxygen species; NAC: N-acetyl-l-cysteine; SEM: standard error of mean. Figure S6. The ROS and DPYSL4 levels are increased in irradiated lung tissue of mice. (A) The ROS levels were increased in RILI (n = 5). (B) Representative images of IHC staining for DPYSL4 in lung tissue after radiation (n = 5). Bar graphs show the mean ± SEM. ****P < 0.0001. ROS:

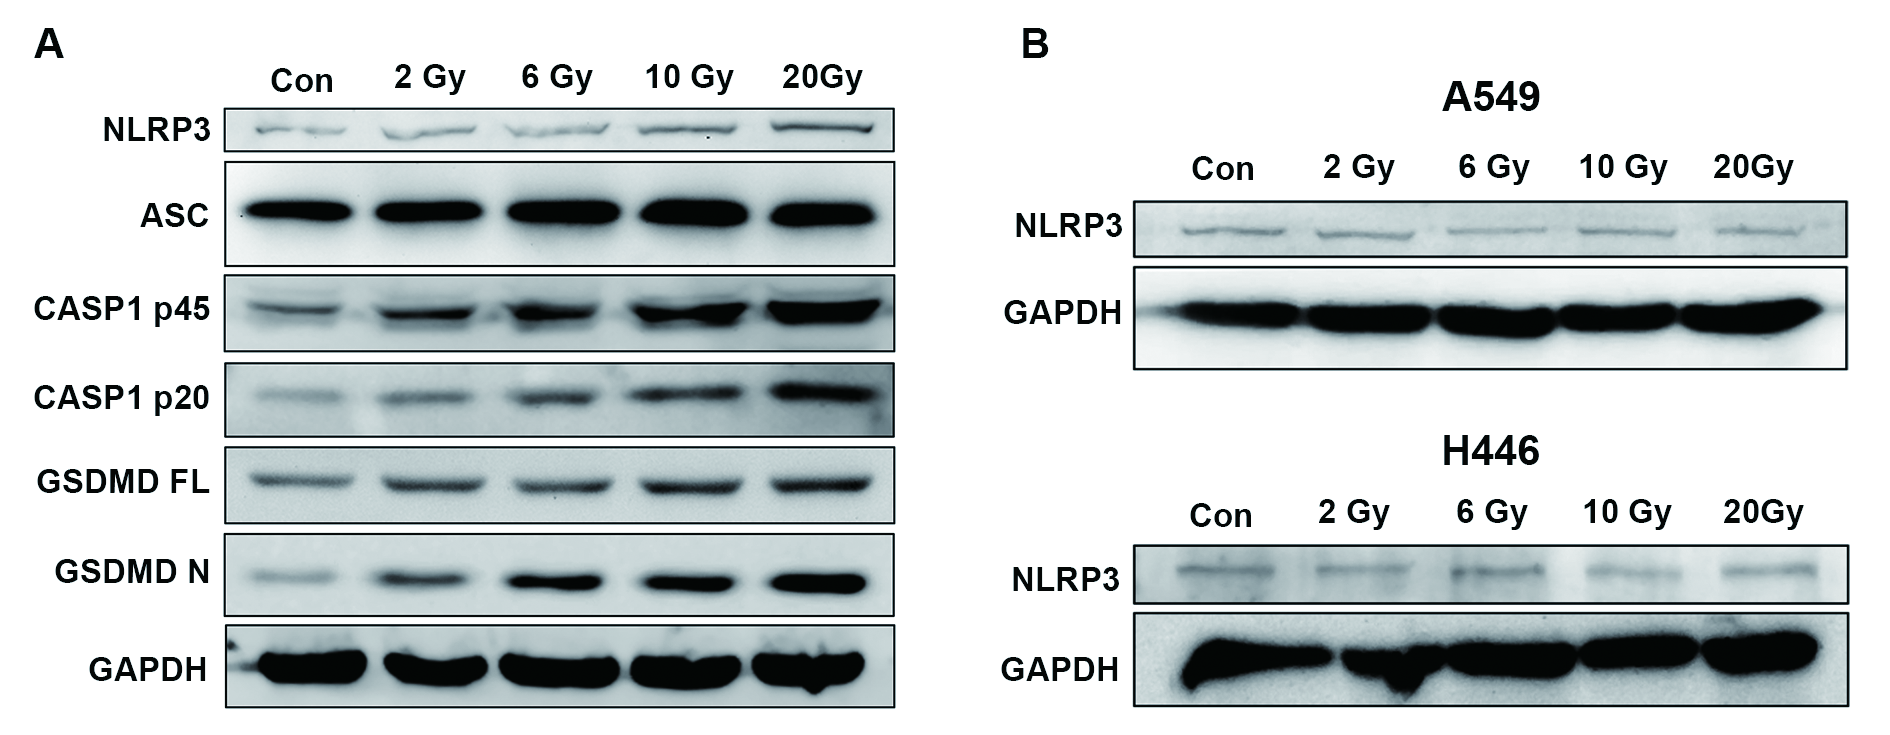

**Figure S1. NLRP3 is upregulated in HBE while remains unchanged in A549 and H446.** (A) Western blotting showing the protein level of NLRP3, CASP1 cleavage and GSDMD cleavage were increased after radiation in HBE (n=3). (B) Western blotting showing the protein level of NLRP3 was not upregulated in A549 and H446 (n=3).

**
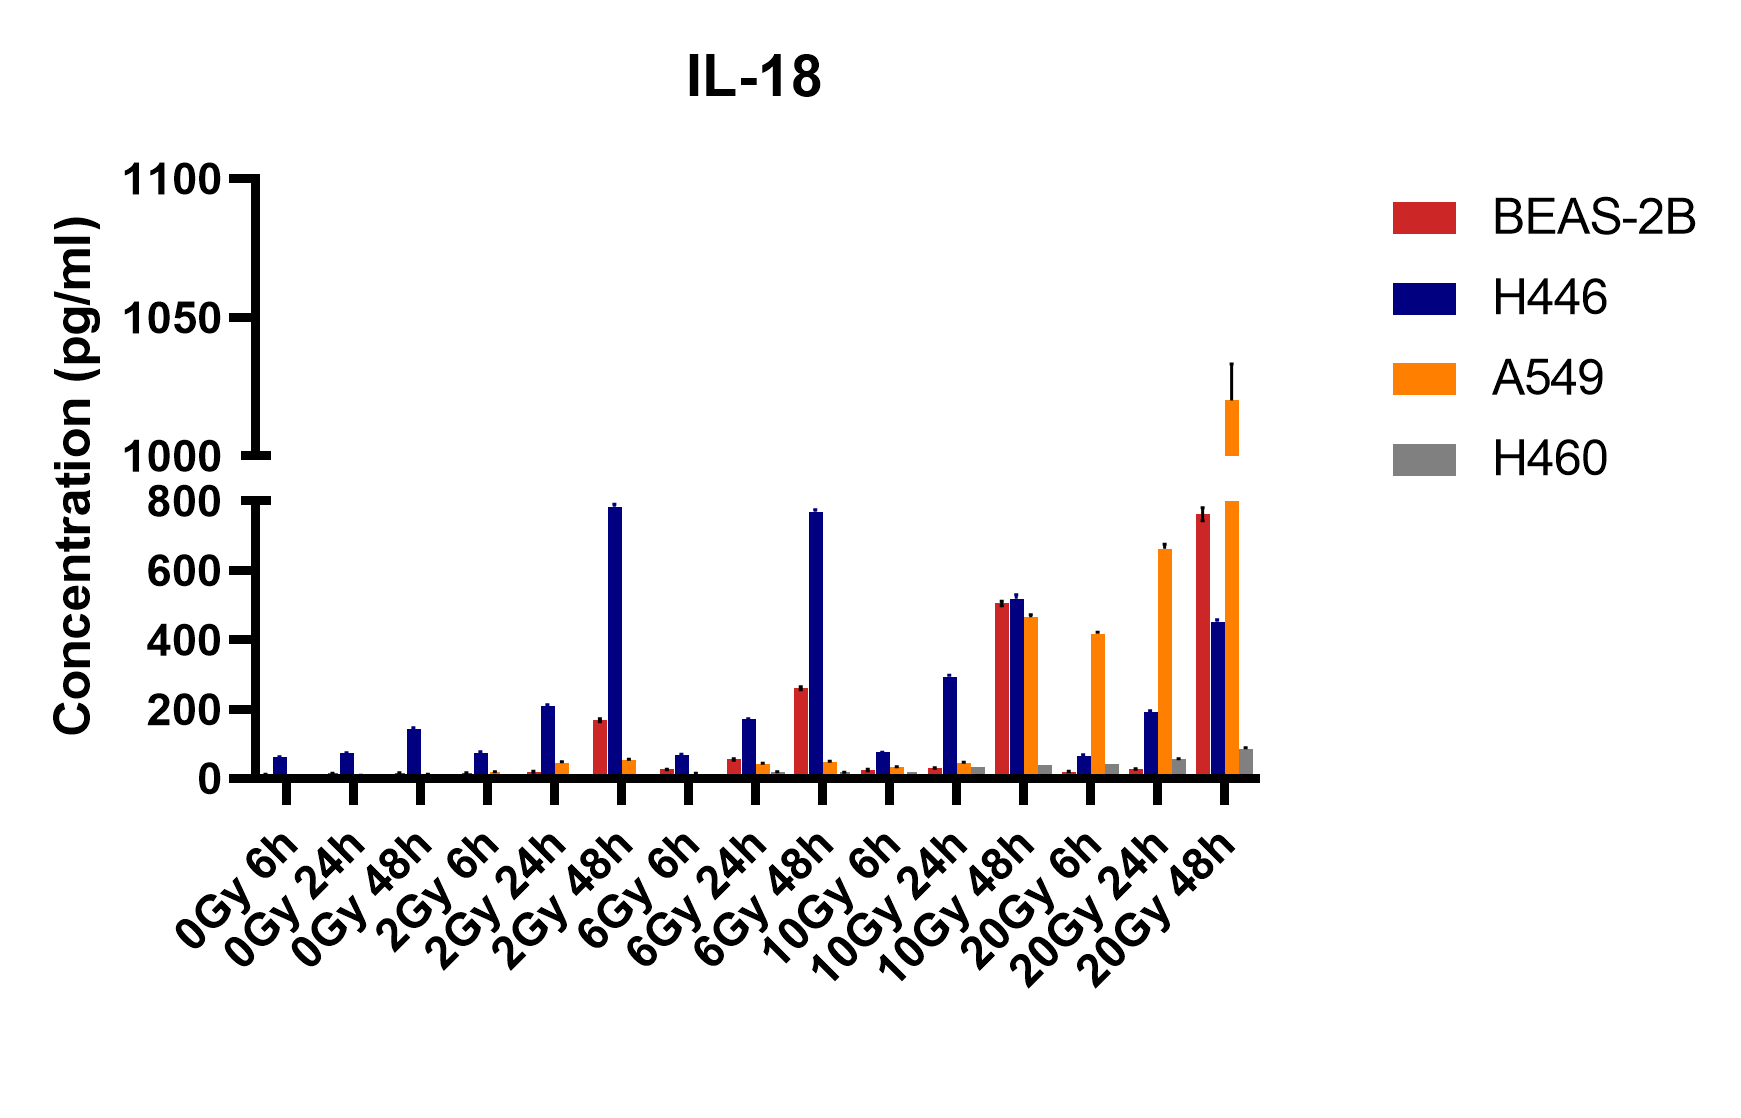
**

**Figure S2. ELISA results of IL-18 in supernatant of BEAS-2B, H446, A549 and H460 at different time point after radiation** **(n=3).**

**
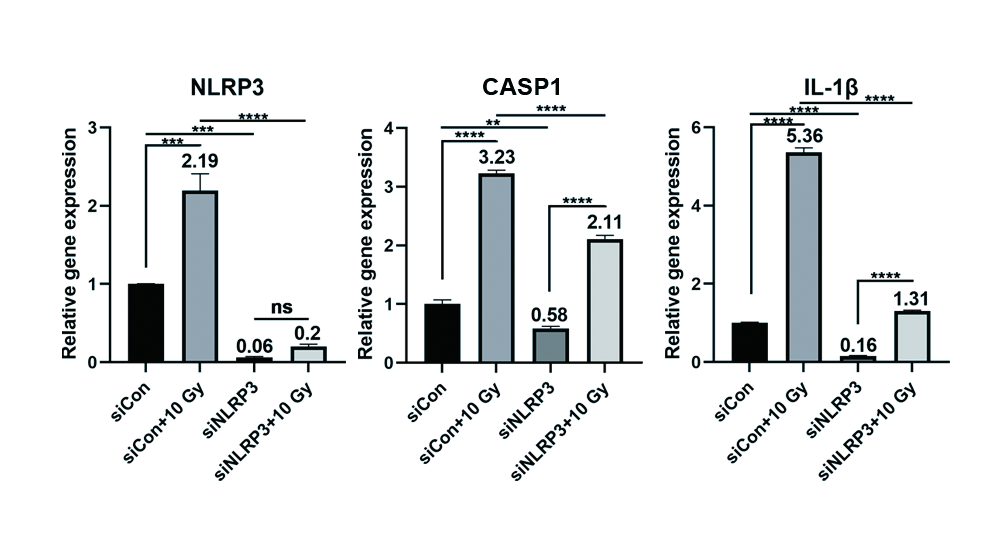
**

**Figure S3. qRT-PCR showing the increase of mRNA level of NLRP3, CASP1, IL-1β and GSDMD expression after radiation were inhibited in BEAS-2B transfected with NLRP3 siRNA (n=3).** Bar graphs show the mean ± SEM; ***P < 0.001, ****P< 0.0001. SEM: standard error of mean; ns: not significant.

**
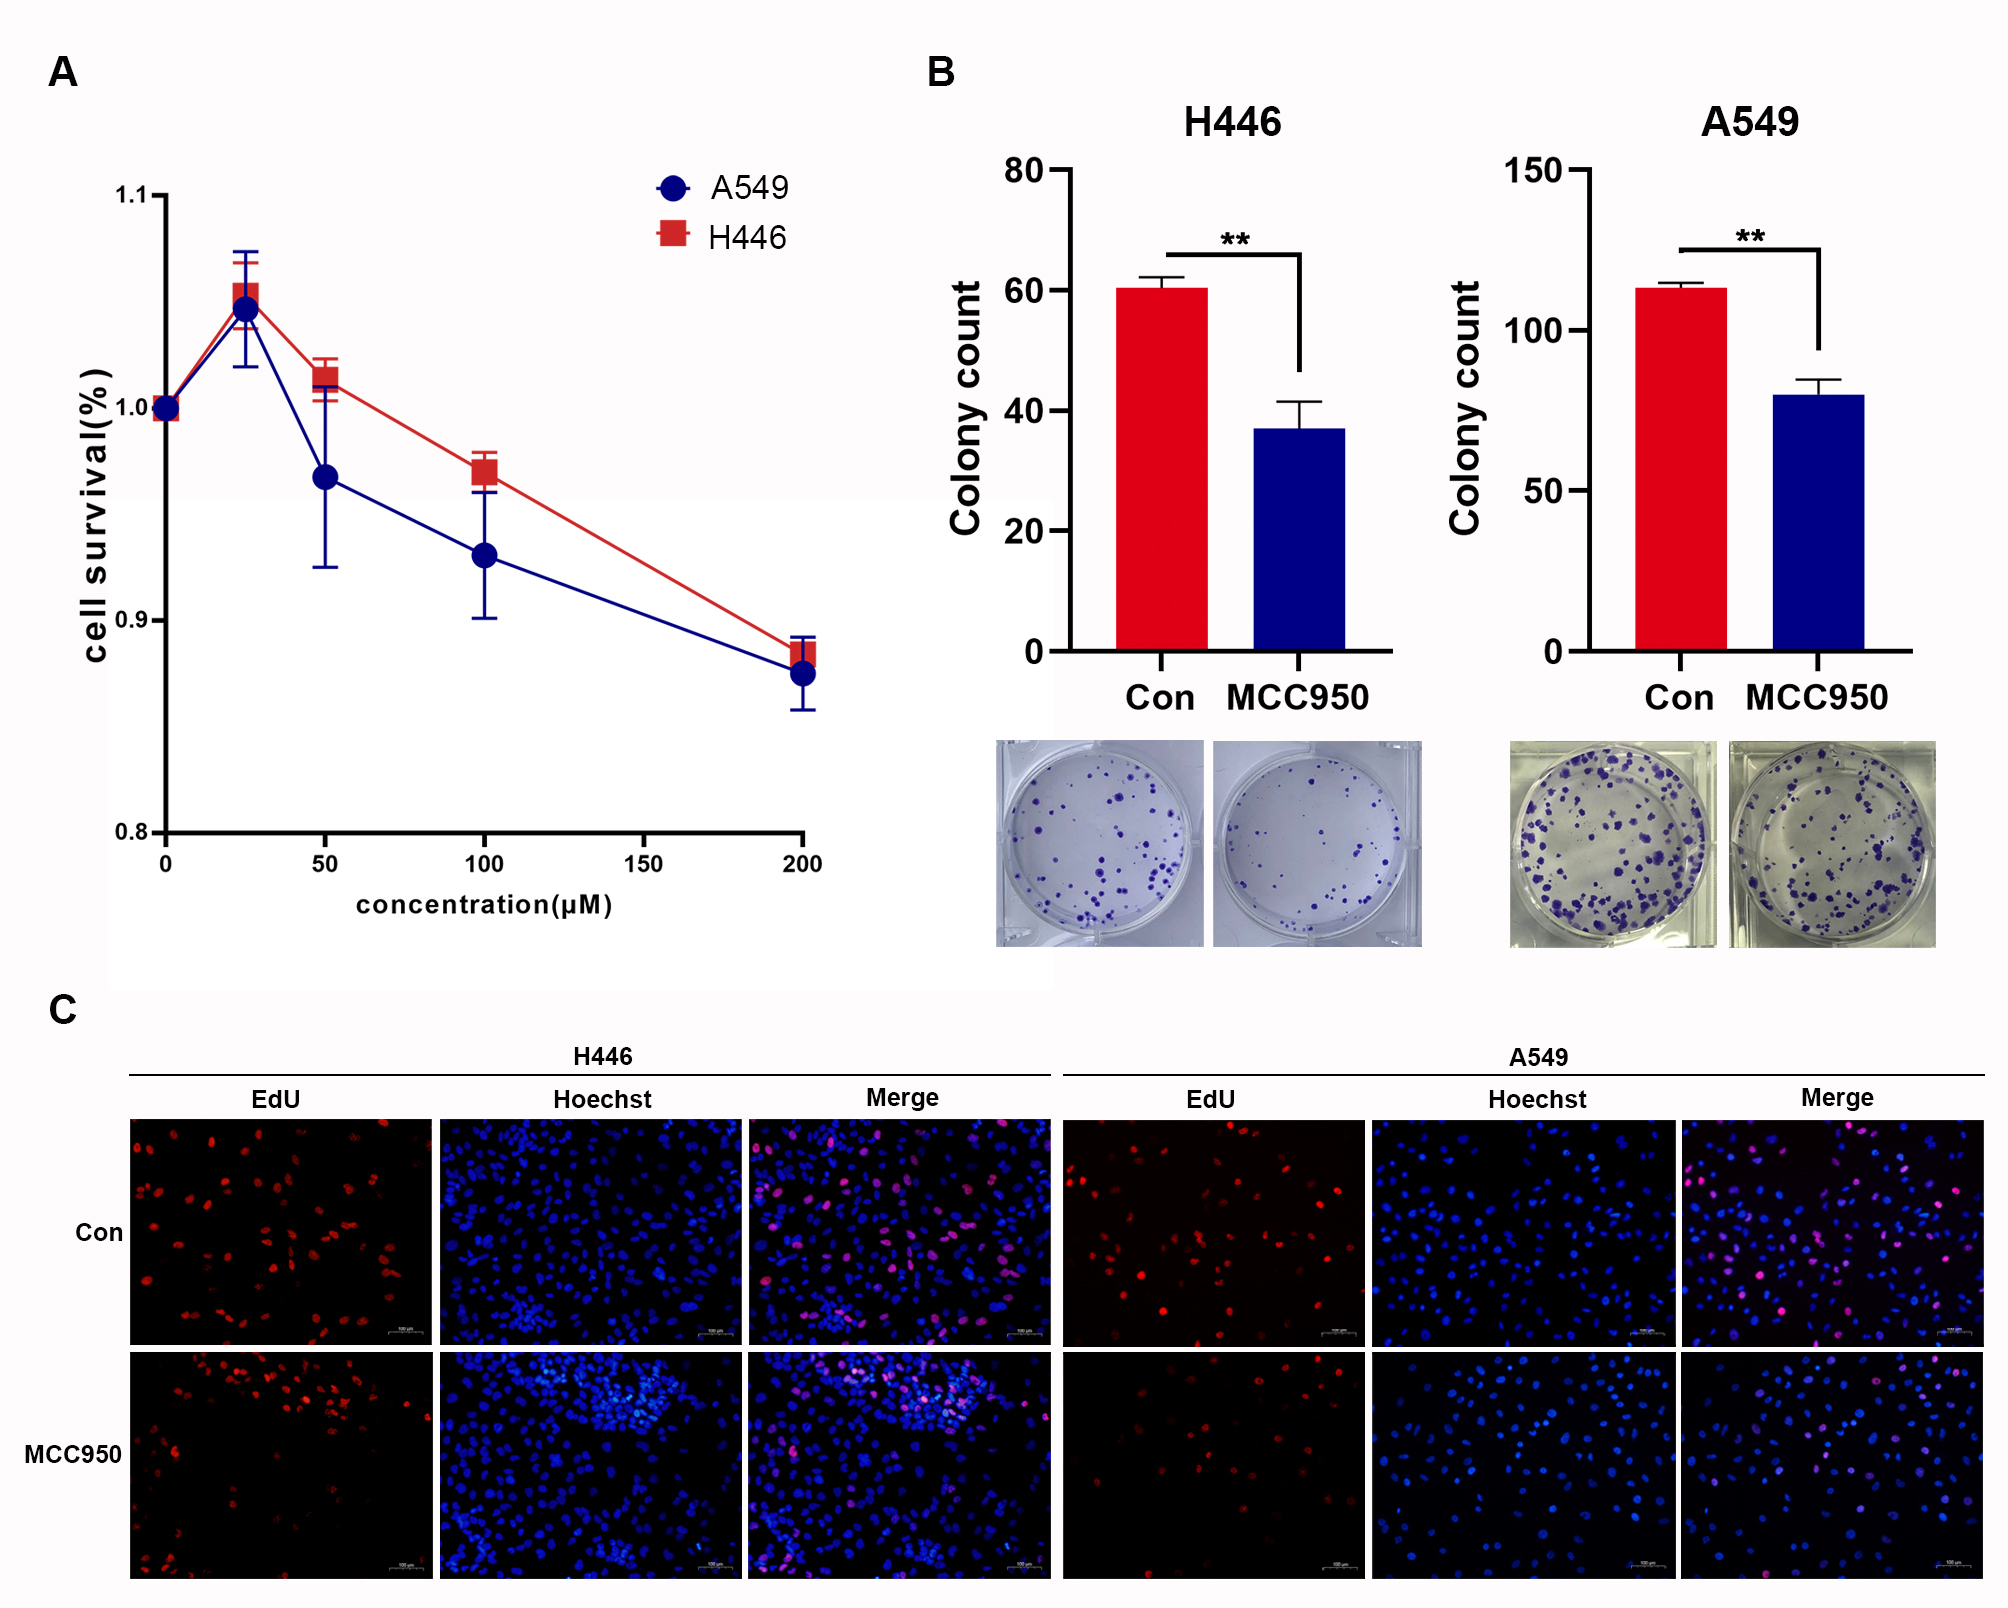
**

**Figure S4. MCC950 inhibits the proliferation of lung cancer cells.** (A) CCK-8 assay was performed to measure the half-maximal inhibitory concentration (IC50) of MCC950 (n=3). (B) MCC950 significantly decreased the colony formation ability of H446 and A549 (n=3). (C) MCC950 inhibited the proliferation ability of H446 and A549 (n=3). Bar graphs show the mean ± SEM; ** P<0.01. SEM: standard error of mean.

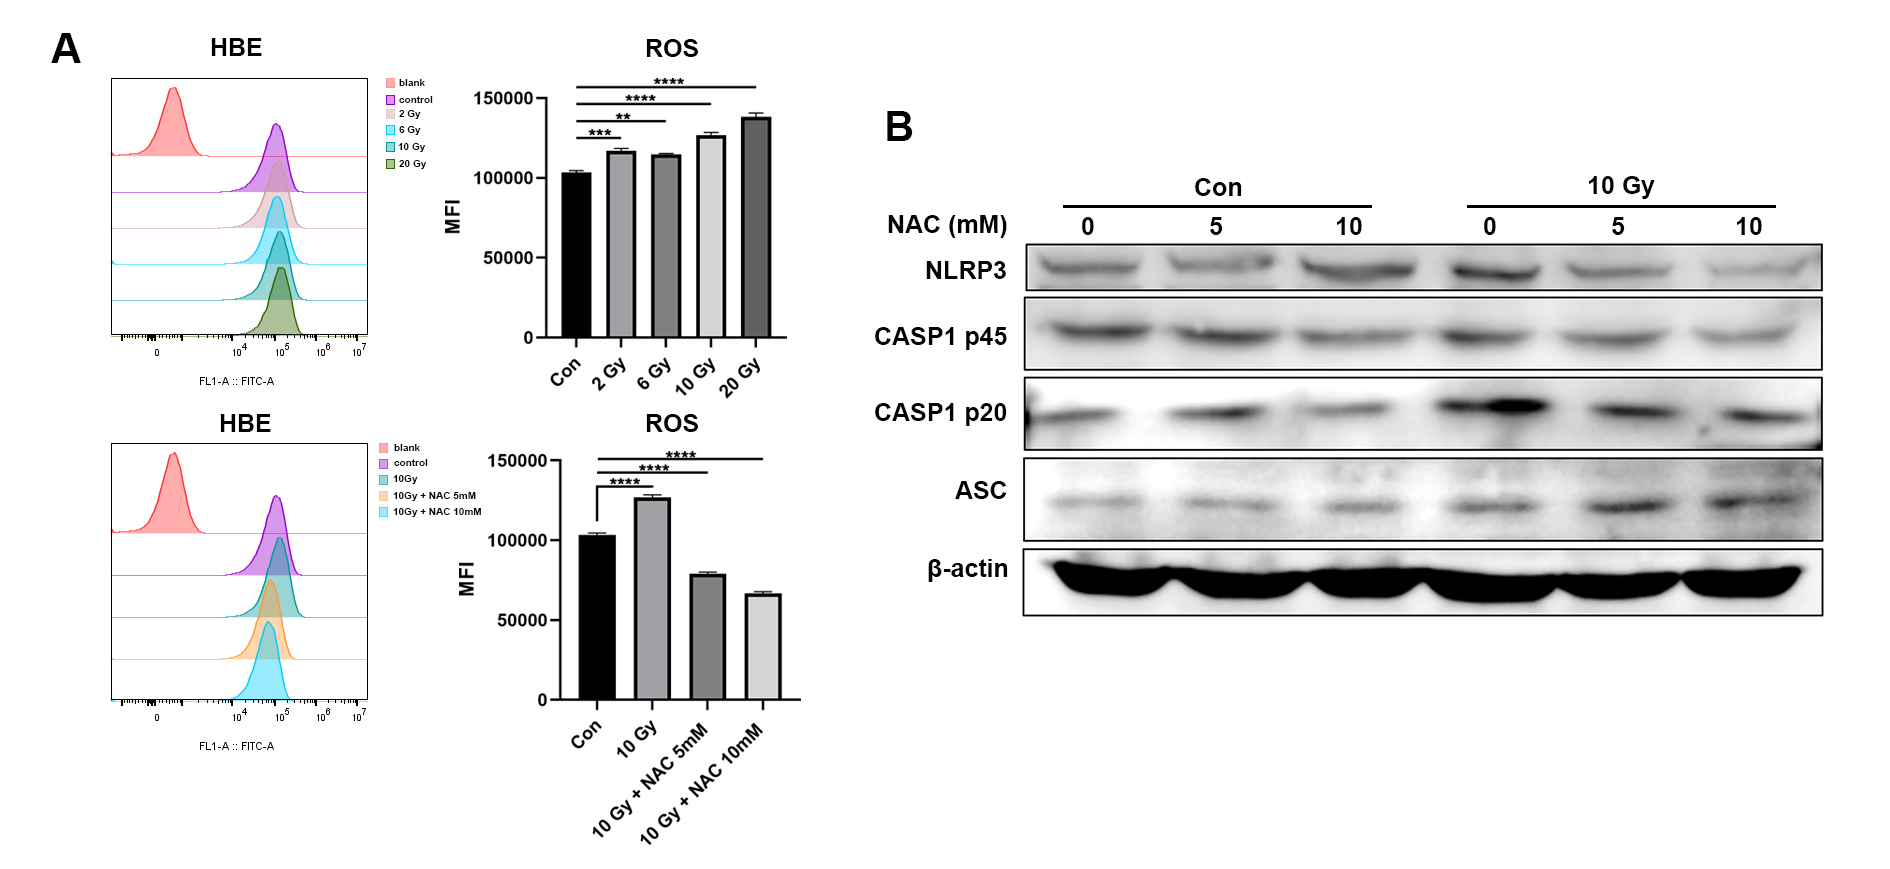

**Figure S5. Radiation induced intracellular ROS accumulation triggers NLRP3 inflammasome activation in HBE.** (A) Flow cytometry of the intracellular ROS level at 6h post radiation pretreated with or without NAC in HBE (n=3). (B) Western blotting showing the protein level of NLRP3, ASC, CASP1 cleavage and GSDMD cleavage were inhibited pretreated with NAC after radiation in HBE (n=3). Bar graphs show the mean ± SEM. ** P<0.01.*** P<0.001. **** P<0.0001. ROS: reactive oxygen species; NAC: N-acetyl-Lcysteine; SEM: standard error of mean.

**
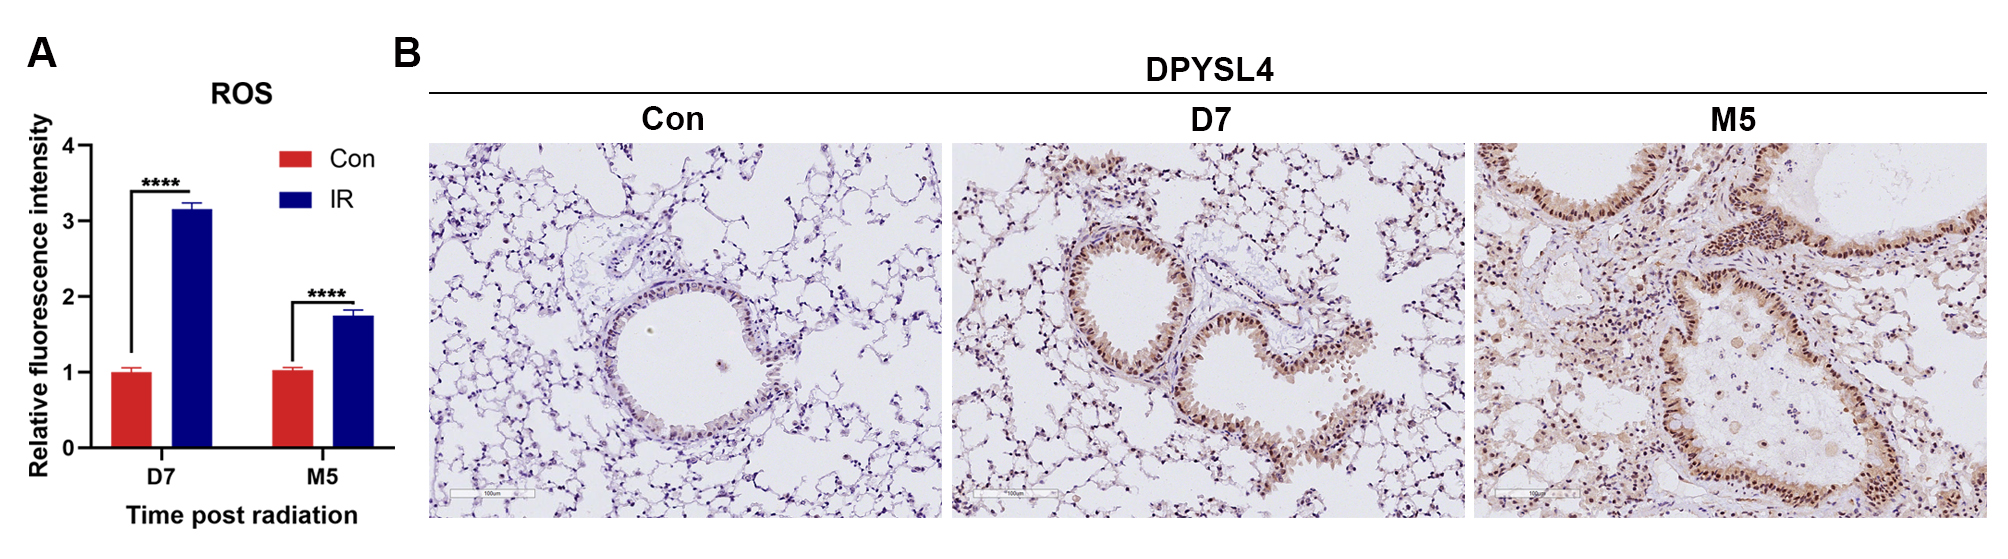
**

**Figure S6. The ROS and DPYSL4 levels are increased in irradiated lung tissue of mice.** (A) The ROS levels were increased in RILI (n=5). (B) Representative images of IHC staining for DPYSL4 in lung tissue after radiation (n=5). Bar graphs show the mean ± SEM. **** P<0.0001. ROS: reactive oxygen species; SEM: standard error of mean.

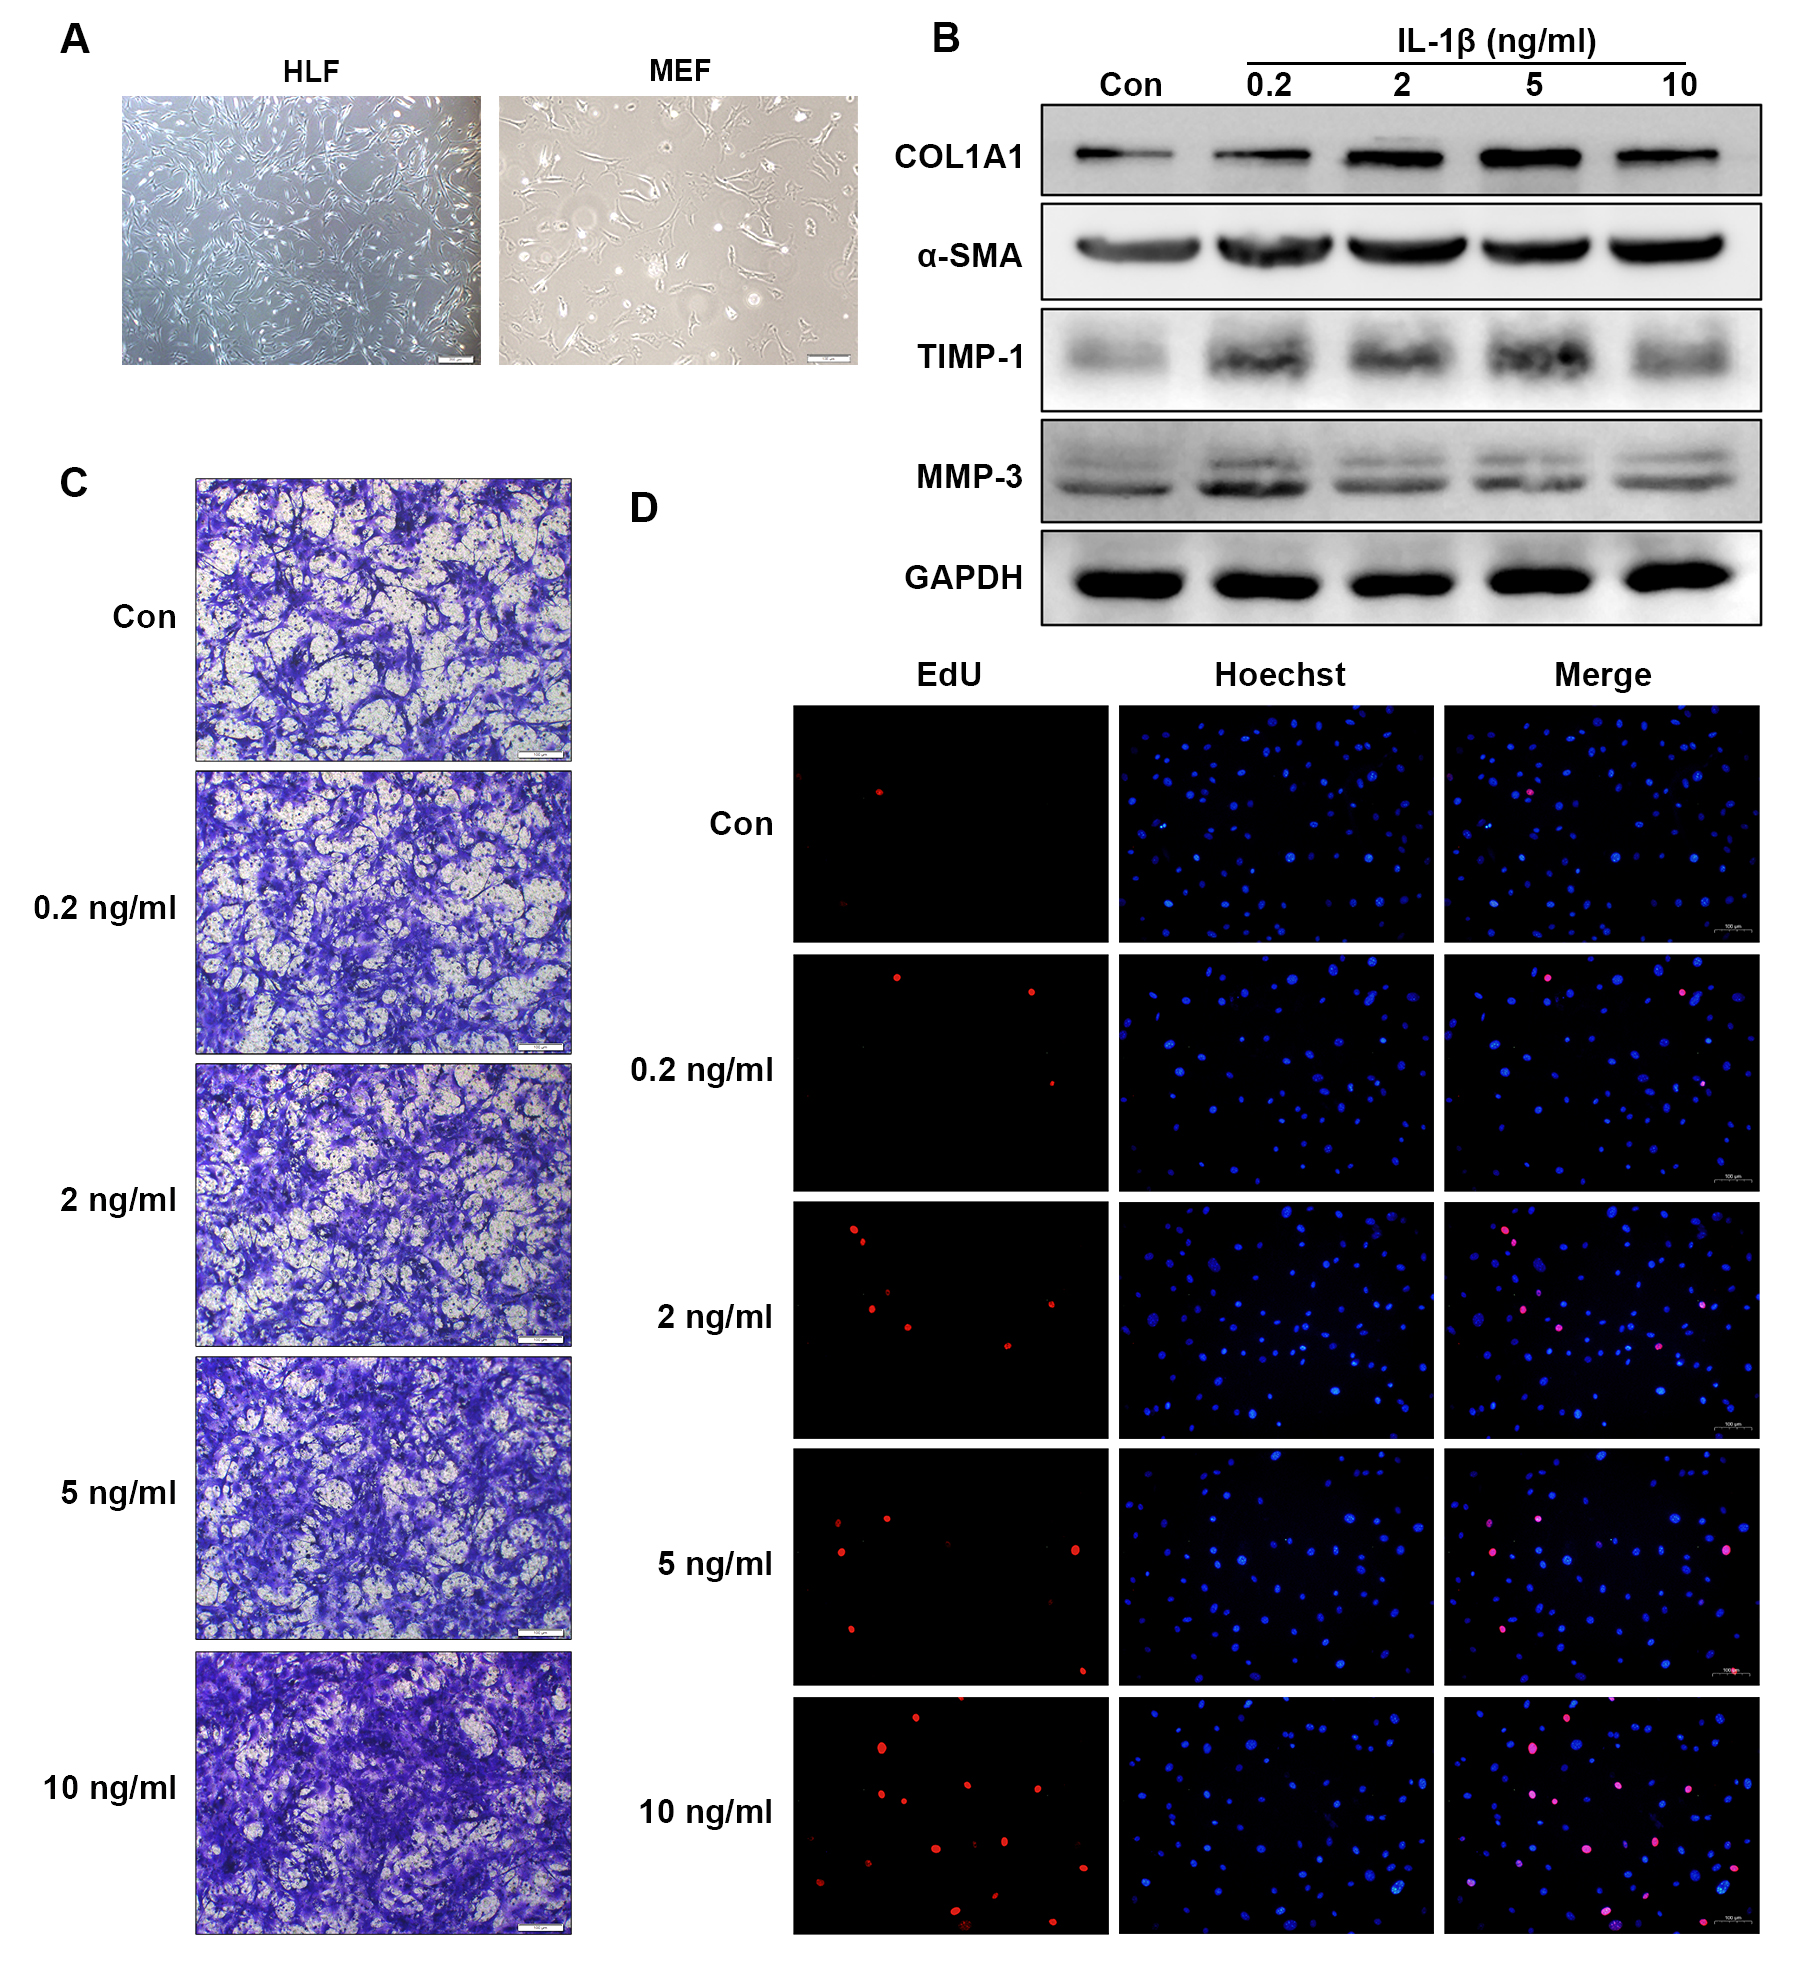

**Figure S7. IL-1β promotes the proliferation, migration, and activation of MEF.** (A) Microscopy images of HLF and MEF. Scale bar, 100 μm. (B) Western blotting showing the protein level of COL1A1, α-SMA, TIMP-1 and MMP-3 in MEF after IL-1β treatment for 24h (n=3). (C) Representative microscopy images of transwell assay showing IL-1β promoted the migration of MEF (n=3). (D) EdU assay showing IL-1β promoted the proliferation of MEF (n=3). HLF: primary human fibroblast; MEF: primary mouse embryonic fibroblast.

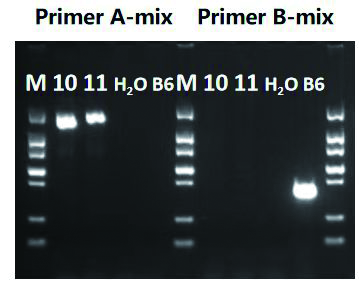

**Figure S8. Gel electrophoresis was performed to confirm the knockout of** **IL1R of mice (n=3).** H_2_O, no template control group. B6, C57BL/6N wild type mice. 12&13, IL1R^-/-^ mice.

# Supplementary material for: Activation of NLRP3 inflammasome in lung epithelial cells triggers radiation-induced lung injury
**Source:** Respir Res. 2023 Jan 24;24:25. doi: 10.1186/s12931-023-02331-7
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. The primer sequences used in qRT-PCR. Table S2. Primer sequence of IL1R mutant and wild type.

**Table S1. The primer sequences used in qRT-PCR**

| **Gene** | **Forward 5’ to 3’** | **Reverse 3’ to 5’** |
| --- | --- | --- |
| **DPYSL4** | CACCAACGGCATTGAGGAG | ACCGCGACGAACTCATTCTC |
| **NLRP3** | GATCTTCGCTGCGATCAACAG | CGTGCATTATCTGAACCCCAC |
| **Caspase 1** | TTTCCGCAAGGTTCGATTTTCA | GGCATCTGCGCTCTACCATC |
| **IL-1β** | ATGATGGCTTATTACAGTGGCAA | GTCGGAGATTCGTAGCTGGA |
| **GSDMD** | GTGTGTCAACCTGTCTATCAAGG | CATGGCATCGTAGAAGTGGAAG |
| **COL1A1** | GAGGGCCAAGACGAAGACATC | CAGATCACGTCATCGCACAAC |
| **COL1A2** | GTTGCTGCTTGCAGTAACCTT | AGGGCCAAGTCCAACTCCTT |
| **TIMP-1** | CTTCTGCAATTCCGACCTCGT | ACGCTGGTATAAGGTGGTCTG |
| **MMP-3** | AGTCTTCCAATCCTACTGTTGCT | TCCCCGTCACCTCCAATCC |
| **α-SMA** | AAAAGACAGCTACGTGGGTGA | GCCATGTTCTATCGGGTACTTC |
| **GAPDH** | ACCACAGTCCATGCCATCAC | TCCACCACCCTGTTGCTGTA |

**Table S2. Primer sequence of IL1R mutant and wild type**

| **IL1R** | **Forward 5’ to 3’** | **Reverse 3’ to 5’** |
| --- | --- | --- |
| Mutant | CTTGGGTGGAGGCTATTC | GAGGCGTATGCCACAAAGA |
| Wild type | GGTTTGAATGTTGGGGTTTG | CACCACCACCTGGCTCTTT |

How the deposited data were processed for this re-analysis (not part of the article)

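RNA-seq values of BEAS-2B, H446 and A549 cells were re-analysed, with 3 control and 3 irradiated libraries (10 Gy) per line. Every library was assigned to its line, treatment and replicate number from the sample labels. The replicate numbers were not taken as pairs.

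The authors prepared poly(A)-selected libraries, sequenced them as single-end reads of 50 bases on a BGISEQ-500, and deposited 1 table with a column per library. The deposited values are taken to be FPKM, normalized by the authors for transcript length and for the reads of each library. The unit was inferred, since the paper's text, the labels and the header do not name it. The values have 2 decimals, their totals differ between libraries, and single reads weigh more in short genes. The aligner, the quantification, the annotation and the genome build are not stated in the paper's text. Of 18475 gene identifiers, 18181 were matched to names by their Entrez number. In no library did more than 2.58% of the values above 0 equal those of another replicate. Genes with near-identical copies may share reads in ways the values do not show.

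The depth per library is unknown because the values are no counts, and no counting interval is given. A relative depth was derived from the periodic steps between the values of 45 to 61 short genes with a single transcript per library, and lay between 0.864 and 1.09 over the 18 libraries. At 3 libraries per group, an exact permutation test of a single gene cannot give a p below 0.10.

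All values were transformed to log2(FPKM + 1). In each line, genes with an FPKM of at least 1 in at least 3 of the 6 libraries were tested with limma 3.58.1 (lmFit, and eBayes with a trend on the mean) in R 4.3.3. A Benjamini-Hochberg adjusted p under 0.05 was the threshold, with no limit on the fold change. This test had been laid down for normalized values, and another for counts, before the data were examined. Genes differentially expressed in all lines were counted from the 3 fits, with the number expected from independent lists. Differences in response between BEAS-2B and each cancer line were tested in 1 fit of all 18 libraries with 6 group means, over the genes that passed the filter in at least 1 line. Every standard error and adjusted p of a gene comes from limma.

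The gene sets of the paper's GSEA were not used here. In their place, 9 lists were written at the same stage as the tests: the inflammatory genes read from Fig. 1E (42), the genes of the glycolysis heat map of Fig. 3C (15), p53 target genes (29), apoptosis genes (23), NF-kB and cytokine genes (24), glycolytic enzyme and transporter genes (20), DNA repair genes (30), mitosis genes (24) and DNA replication genes (28). The p53 and apoptosis lists share 4 genes. The lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 27 tests, and their differences between the lines over 18 tests added after the data were seen. A list of inflammasome genes was described gene by gene. The genes named are those the paper names for these cells, the inflammasome genes with a mean FPKM of at least 1 in a line, the genes of Fig. 1E and Fig. 3C past the threshold in BEAS-2B cells, and the 3 largest rises and falls per line among differentially expressed genes whose groups do not overlap and whose mean FPKM is at least 10. Genes named outside this rule are marked where they appear, and some genes within it are not reported here.

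The alternatives were quantile normalization, no trend in limma, no filter on low values, an FPKM of at least 1 in every library, a pseudocount of 0.1 in place of 1, the replicate number as a block, all 18 libraries in 1 fit, each library left out in turn, an adjusted p under 0.01, a limit of 1 on the absolute log2 fold change, and for the lists fry or an estimated correlation. Added after the data were seen were a correction that removes from each library its loess trend (span 0.5) on the GC content of the longest GENCODE 29 transcript, for the 17850 genes with a GC content, and a rescaling of the libraries of a line to equal totals. Gene positions are those of GENCODE 29 on GRCh38. The deposited values carry no coordinates.

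The scripts were tested on simulated data on the scale of the real values, in which 200 genes drawn at random were raised or lowered by 1 log2 unit. Of the changed genes that passed the filter, 96.4% were recovered in BEAS-2B, 98.0% in H446 and 99.0% in A549 cells, with 12, 8 and 11 other calls. Without any change there were 0 calls. A planted GC trend gave 5241, 7739 and 8149 calls, and 0 after the correction. The simulated noise had no structure shared between genes. The planted change of 1 is larger than the median absolute log2 fold change of the differentially expressed genes in H446 (0.24) and A549 cells (0.29). The recovered shares therefore do not show how many changes of that smaller size would be found. Nor do they show what noise shared between genes would hide in the real BEAS-2B libraries. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.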

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

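The tests of explanations in this part and the list differences between lines were chosen after the results were seen. The list tests within a line and the tests of single genes are those of the main analysis. No batch or date is given for the libraries.

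The response to irradiation differed between the lines for many genes, 2971 between BEAS-2B and H446 cells and 3999 between BEAS-2B and A549 cells, by a test of the difference itself. Regrouping the libraries at random within each line, with the real grouping among 100 drawn, gave as many genes in 1 case for H446 and in 2 cases for A549 cells, which argues against a random grouping in all lines at once. Where A549 libraries kept their groups and those of BEAS-2B were regrouped (5 draws), 2340 to 4100 genes differed, so that a random grouping of BEAS-2B alone stays open for that count. For H446 cells, 12 such draws gave 131 to 939 genes, fewer than the 2971 of the real grouping. Only the draw with 657 genes kept the groups of both cancer lines. In the others the A549 libraries were regrouped too. The fit shares 1 spread between all lines, so that those counts are not directly comparable with 2971. For H446 cells, GC content stays open for part of the genes, since 1382 were left with the GC trend removed, and in that line the trend follows irradiation. The line of origin, with the cell cycle of each line, stays open as a biological explanation and was not tested.

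The mitosis genes responded less in BEAS-2B than in H446 cells (median log2 difference -0.67), and the DNA replication genes fell less (0.41). A GC trend as the whole cause is argued against by the values with the trend removed, -0.58 and 0.35, both past the threshold. Without the library labelled BEAS-2B 10 Gy replicate 2 they were -0.55 and 0.32, also past it. A change in the cell cycle of irradiated H446 cells is a hypothesis that may account for both lists, and the share of cells in each phase was not analysed here.

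For the p53 target genes, the response in BEAS-2B cells was higher than in H446 cells (0.53) and lower than in A549 cells (-0.49). The second difference was -0.13 without the library labelled BEAS-2B 10 Gy replicate 2 and no longer past the threshold, so that this library may account for it. Under fry, neither p53 difference was past the threshold (adjusted p of 0.0706 and 0.135).

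The inflammatory genes of Fig. 1E rose in BEAS-2B relative to H446 (0.31) and to A549 cells (0.27), and the NF-kB and cytokine genes relative to A549 cells (0.54). Once the GC trend was removed, the values were 0.21, 0.23 and 0.56, all past the threshold of camera. Under fry, the genes of Fig. 1E were then no longer past it (adjusted p of 0.113 for H446 and 0.0779 for A549 cells), so that GC content cannot be told apart as their cause. The NF-kB and cytokine genes stayed past it under fry (adjusted p of 0.00336), which argues against GC content as the whole cause of their difference. The lists of Fig. 1E were chosen by the study in BEAS-2B cells, which favours a difference in that direction, and no test here separates this from a difference between the lines. In A549 cells alone, which Fig. 1C does not show, the NF-kB and cytokine genes fell (-0.33), with 13 members significantly lower and 4 higher, and the p53 target genes rose (0.91). These values were -0.33 and 0.92 without the GC trend. Without control replicate 1 or irradiated replicate 1 of A549, the NF-kB list was not past the threshold (-0.23 and -0.38).

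Both glycolysis lists responded higher in BEAS-2B than in H446 cells, the genes of Fig. 3C by 0.22 and the glycolytic enzyme and transporter genes by 0.20. With the GC trend removed these fell to 0.0731 and 0.0850 and below the threshold, so that GC content may account for them. Relative to A549 cells, the response of the glycolytic enzyme and transporter genes in BEAS-2B cells was -0.06 and not past the threshold, but -0.12 and past it with the GC trend removed (adjusted p of 0.037) and without the library labelled BEAS-2B 10 Gy replicate 2 (adjusted p of 0.0187). In A549 cells, the glycolytic enzyme and transporter genes were higher (0.13) and the DNA replication genes lower (-0.18) after irradiation, results for a line whose pathways the paper does not show. They stayed at 0.13 and -0.18 without the GC trend. The apoptosis genes responded higher in BEAS-2B than in H446 cells (0.17), and with the GC trend removed by 0.14, past the threshold of camera but not of fry (adjusted p of 0.113). No biological explanation was tested for these lists.

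Among the genes the paper names and the inflammasome genes that are reported here, 7 differences between lines were past the threshold. The response in BEAS-2B cells differed from that in A549 cells for CASP1 (-0.76), DPYSL4 (-0.61) and MEFV (-0.37). It differed from that in H446 cells for IL1B (0.85), IL18 (-0.37), CARD8 (-0.61) and NEK7 (-0.46). With the GC trend removed, 6 of the 7 differences stayed past the threshold, the exception being IL18 (-0.22), and without the library labelled BEAS-2B 10 Gy replicate 2 all 7 did. Without that library, 3 more were past the threshold, those of DPYSL4 (0.30) and NLRP1 (0.65) from H446 and of IL1B (0.58) from A549 cells. Either explanation as the whole cause of the 7 differences is argued against. DPYSL4 and MEFV lie below the filter on low values in BEAS-2B cells, so that their differences rest on the rise in A549 cells. With log2(FPKM + 1), changes at such low values are compressed. The differences of DPYSL4 and MEFV therefore do not show a smaller relative change in BEAS-2B than in A549 cells. DPYSL4 rose in A549 cells, which the paper does not report, with a log2 fold change of 0.82 and an FPKM of 2.12 ± 0.156 in the controls and 4.50 ± 0.0321 after irradiation (SD, n = 3 each).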

How the results depend on the processing

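Alternatives laid down for read counts (DESeq2, total-count and upper-quartile scaling, and limma-voom) were not run, because the values are no counts. The GC correction and the rescaling to equal totals were chosen after the data were seen. So were library weights, whose estimation did not converge in BEAS-2B cells and in the fit of all libraries, and which are not reported. Unless stated otherwise, the cause of a change was not tested.

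The count of 0 differentially expressed genes in BEAS-2B cells stayed at 0 under quantile normalization, no trend, an FPKM of at least 1 in every library, a pseudocount of 0.1, the GC correction, equal totals and both stricter thresholds. Across the 6 fits that each left out 1 library, it ranged from 0 to 231, the latter without the library labelled BEAS-2B 10 Gy replicate 2. Without the filter it was 1 gene, H4C9, named after its value was seen, with a mean FPKM of 0.267 in the controls and 0 after irradiation. With all 18 libraries in 1 fit, which shares the spread of the other lines, it was 822 (498 higher, 324 lower). As a replicate block, the shared numbers gave 439 (344 higher, 95 lower) in BEAS-2B cells and 103 genes in all 3 lines. The correlations of the deviations of same-numbered libraries were -0.13, 0.32 and 0.31 in BEAS-2B, 0.19, 0.01 and 0.08 in H446 and 0.01, -0.05 and -0.10 in A549 cells. Between BEAS-2B libraries of different numbers they were between -0.50 and 0.38, a range that holds the same-numbered values. These correlations do not show that the numbers pair the libraries. With so few libraries they cannot exclude a pairing in BEAS-2B cells. The block moved no other count by over 1.5 times and changed no list test. The genes in all 3 lines numbered 137 with all 18 libraries in 1 fit, of which 89.4 were expected, and 0 to 47 across the fits that left out 1 library, the 47 without BEAS-2B irradiated replicate 2. In other alternatives they stayed at 0.

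In H446 cells the count was between 3222 and 4701 across the fits that left out 1 library, and in A549 cells between 5401 and 5731. An adjusted p under 0.01 gave 2529 genes in H446 and 4611 in A549 cells, and for the difference from BEAS-2B 1208 and 2308. A log2 limit of 1 gave 20 and 107 genes, and 32 and 129 for the differences. At a pseudocount of 0.1 that limit gave 37 and 196 genes, and 126 and 269 for the differences. The share of higher genes in H446 cells was 38.5%, but 49.8% under quantile normalization, 44.7% at equal totals and 52.1% after the GC correction. The GC correction left 1382 genes for the difference between BEAS-2B and H446 cells, and the fits that left out 1 library gave from 1814 (without BEAS-2B control replicate 1) to 4534 (without BEAS-2B irradiated replicate 3). The difference between BEAS-2B and A549 cells stayed within 1.5 times of 3999 under all but the stricter thresholds.

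Under fry, the list tests in BEAS-2B cells lost the genes of Fig. 1E (0.21), of Fig. 3C (0.36), the p53 target (0.58), apoptosis (0.0494), NF-kB and cytokine (0.19) and DNA replication genes (-0.13). Past the threshold only under fry were the DNA repair (-0.0453) and Fig. 3C genes (-0.00878) in H446, and the apoptosis (-0.0209) and Fig. 3C genes (0.0638) in A549 cells. With an estimated correlation, these same 6 lists and the DNA repair genes (-0.13) were lost in BEAS-2B, the mitosis (0.72) and glycolytic genes (-0.14) in H446, and the p53 target (0.91), NF-kB (-0.33), glycolytic (0.13) and DNA replication genes (-0.18) in A549 cells.

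Under the GC correction, 3 H446 lists changed sign while staying below the threshold, those of Fig. 1E (0.0531) and Fig. 3C (0.0880) and the NF-kB genes (0.0348). The glycolytic genes in H446 were no longer past it (-0.0615), while the DNA repair genes in H446 (-0.0570) and the mitosis genes in BEAS-2B (0.0886) were. GSDMD (-0.0754), IL18 (0.0232) and PYCARD (-0.0707) in BEAS-2B and GSDMD in H446 (0.0230) changed sign. At equal totals, CASP4 (0.0115) and the genes of Fig. 3C (0.00685) changed sign in H446. Under quantile normalization, so did CASP1 (0.00872) and the genes of Fig. 3C (0.0198) in H446 and the apoptosis genes in A549 (0.00677), and the glycolytic genes in BEAS-2B passed the threshold (0.0727). With an FPKM of at least 1 in every library, the genes of Fig. 1E in A549 had -0.0352.

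Across the fits that left out 1 library, these results changed sign or side of the threshold. In BEAS-2B cells, the apoptosis genes ranged from 0.0206 to 0.0959 (below the threshold at 0.0627 without irradiated replicate 3), the glycolytic genes from -0.0136 (without irradiated replicate 2) to 0.13 (past it without irradiated replicate 3), the mitosis genes from -0.0621 to 0.14 (past it without control replicate 1 or 3 or irradiated replicate 2) and PYCARD from -0.0314 to 0.13. In H446 cells, the genes of Fig. 3C ranged from -0.0377 to 0.0176, the p53 target genes from -0.0207 to 0.00861, CASP1 from -0.0754 to 0.0346 and CASP4 from -0.0571 to 0.0403. In A549 cells, the genes of Fig. 1E ranged from -0.0708 to 0.0645, those of Fig. 3C from -0.0232 to 0.0915, the apoptosis genes from -0.0443 to 0.0175 and the NF-kB genes from -0.48 to -0.22. The p53 target genes in BEAS-2B and A549 and the mitosis and DNA replication genes in H446 stayed past the threshold in every fit that left out 1 library. Among single genes tested, 8 other results became significant and 2 lost significance when 1 library was left out. Values under an FPKM of 1, among them NLRP3 and DPYSL4 in BEAS-2B cells, rest on few reads, which limits what can be said of them.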

Differences from the paper's values

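The paper's number of differentially expressed genes in BEAS-2B cells is 120, against 0 here. None of the alternatives set before the data were examined came within 1.5 times of the paper's value: without the library labelled BEAS-2B 10 Gy replicate 2 there were 231, with the replicate block 439, with all 18 libraries in 1 fit 822, without the filter 1, and in the others 0. Some combinations that were not set beforehand come within 1.5 times when looked up at an adjusted p under 0.01: the replicate block with 116 genes, all 18 libraries in 1 fit with 158, and the fit without the library labelled BEAS-2B 10 Gy replicate 2 with 102.

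The paper's number of genes shared by all cell lines is 17, against 0 here. Without the library labelled BEAS-2B 10 Gy replicate 2 there were 47, with the replicate block 103 and with all 18 libraries in 1 fit 137, and the other alternatives set before the data were examined gave 0.

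For genes lower in irradiated H446 cells, the paper's Fig. 1A shows about 1500 (read by eye), against 2709 here. Among the alternatives set before the data were examined, quantile normalization (2188), no filter (2241), all 18 libraries in 1 fit (2049), an adjusted p under 0.01 (1572) and the fits without control replicate 1 (2038), 2 (2029) or 3 (2193) or irradiated replicate 3 (2111) came within 1.5 times of the paper's value, and the others did not. The GC correction (1697), chosen after the values were seen, also did.

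The paper states that lung cancer cells upregulated genes of DNA damage repair. Here the list of DNA repair genes had a median log2 fold change of -0.05 in H446 and -0.08 in A549 cells, with more members significantly lower than higher. For H446 cells, Fig. 1C places the DNA repair set on the control side and the inflammatory response, NF-kB and apoptosis sets on the irradiated side, while the medians of the lists here were -0.04 for the genes of Fig. 1E, -0.06 for the NF-kB and -0.03 for the apoptosis genes, none past the threshold. The paper gives glycolysis as enriched in irradiated BEAS-2B cells, and the glycolytic enzyme and transporter genes had a median of 0.07 that was not past the threshold. It was past it under quantile normalization (0.07) and without irradiated replicate 3 (0.13). The paper gives DPYSL4 as the most significant of the core enriched genes, and here it held rank 6 by p among the 15 genes of Fig. 3C. The paper gives NLRP3 as the highest-ranked inflammasome, without naming the measure. Here NLRP3 held rank 8 of 18 inflammasome genes by p in the fit without the filter on low values. This rank counts rises and falls alike, and CARD8, NEK7, CASP4 and NAIP ahead of it had negative log2 fold changes. It is therefore no direct counterpart of a ranking by activation. Among the fits of BEAS-2B cells alone, only the fit without that filter tested NLRP3, which was not differentially expressed there. IL1B, which the paper places with NLRP3 at the center, was not differentially expressed in BEAS-2B cells, except with the replicate block (log2 fold change 0.58, adjusted p = 0.00881, limma) and without the library labelled BEAS-2B 10 Gy replicate 2 (0.89). By qRT-PCR, the paper reports higher mRNA of NLRP3, CASP1, IL-1β and GSDMD in irradiated lung epithelial cells. Here CASP1 had a log2 fold change of -0.09 and GSDMD of 0.06 in BEAS-2B cells, and neither was differentially expressed. The paper's text counts 44 genes for Fig. 1E, where 42 names were read.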

Other observations

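Apart from the gene counts and list tests of the main analysis and its alternatives, all tests in this part were chosen after the results were seen. Everything offered as an explanation is a hypothesis.

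In BEAS-2B cells, 0 genes were differentially expressed with all 6 libraries and 231 without the library labelled BEAS-2B 10 Gy replicate 2. That library lay apart from the other irradiated libraries over the p53 target genes, with a median log2 difference from the controls of 0.00066 against 0.84 and 0.97. In it, 11 of 27 members lay above all 3 controls and 7 below all 3, where order alone gives 6.75 each, while in the other irradiated libraries 26 and 27 lay above. A GC bias between the libraries as the cause is argued against, since with the GC trend removed all 6 libraries gave 0 genes. Labels exchanged with a control are argued against, since no control lay more than 0.0220 above the other controls over the p53 target genes. RNA of A549 cells is argued against, since 14 genes abundant in that line (median FPKM 73.7) and at most 0.1 in the other BEAS-2B libraries were at most 0.10 here. A lower depth is argued against, since its relative depth was 1.09, the highest of the BEAS-2B libraries. Cells that received little of the dose are a candidate explanation, for which the p53 target genes at the level of the controls are what it needs. Whether it could be a control sample under that label cannot be told apart, because the position of the DNA repair genes depended on the GC correction. With the GC trend removed they lay at -0.0653 in it, between the controls (-0.01 to 0.02) and the other irradiated libraries (-0.13 and -0.11). Without that correction they lay at -0.18 in it, below the controls and the other irradiated libraries (-0.16 and -0.11).

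The 6 libraries of a line can be split into 3 and 3 in only 10 ways, so that no split can give a proportion below 0.10. In BEAS-2B cells, 10 of the 10 splits gave at least 0 genes, and 4 of 10 gave at least 7 lists past the threshold. The 3 other splits among these 4 all keep irradiated replicates 1 and 3 together, apart from irradiated replicate 2, so that they carry part of the contrast with irradiation and are no comparison without it. In H446 cells, only the real split of the 10 gave 4407 genes or more, and 5 of 10 gave at least 3 lists. In A549 cells, only the real split of 10 gave 6202 genes or more, and 3 of 10 gave at least 4 lists. For the genes in all 3 lines, 100 of 100 drawn regroupings gave at least the 0 observed. The counts of 1 of 10 in H446 and A549 cells are the smallest that 3 libraries against 3 allow.

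The split of the BEAS-2B libraries with the most genes was not the real one. Irradiated replicates 1 and 2 and control replicate 2, set against the other 3 libraries, gave 1382 genes. With the GC trend removed 456 genes were left, which argues against GC content as the whole cause and leaves it open for a part. A difference in preparation or culture between these sets of libraries may be involved and was not tested, as no batch is given.

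In H446 cells, 38.5% of the differentially expressed genes were higher after irradiation. The share was 52.1% once the GC trend of each library was removed, 49.8% under quantile normalization and 44.7% at equal totals. The GC correction and quantile normalization both move the median log2 fold change of all genes close to 0, which by itself balances higher and lower genes. The GC trend and the scaling of the libraries therefore cannot be told apart as the cause of the excess of lower genes, and a larger number of genes that fall in the cells stays open.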
